# Choroid plexus NKCC1 mediates cerebrospinal fluid clearance during mouse early postnatal development

**DOI:** 10.1038/s41467-020-20666-3

**Published:** 2021-01-19

**Authors:** Huixin Xu, Ryann M. Fame, Cameron Sadegh, Jason Sutin, Christopher Naranjo, Della Syau, Jin Cui, Frederick B. Shipley, Amanda Vernon, Fan Gao, Yong Zhang, Michael J. Holtzman, Myriam Heiman, Benjamin C. Warf, Pei-Yi Lin, Maria K. Lehtinen

**Keywords:** Developmental biology, Development of the nervous system, Diseases of the nervous system

## Abstract

Cerebrospinal fluid (CSF) provides vital support for the brain. Abnormal CSF accumulation, such as hydrocephalus, can negatively affect perinatal neurodevelopment. The mechanisms regulating CSF clearance during the postnatal critical period are unclear. Here, we show that CSF K^+^, accompanied by water, is cleared through the choroid plexus (ChP) during mouse early postnatal development. We report that, at this developmental stage, the ChP showed increased ATP production and increased expression of ATP-dependent K^+^ transporters, particularly the Na^+^, K^+^, Cl^−^, and water cotransporter NKCC1. Overexpression of NKCC1 in the ChP resulted in increased CSF K^+^ clearance, increased cerebral compliance, and reduced circulating CSF in the brain without changes in intracranial pressure in mice. Moreover, ChP-specific NKCC1 overexpression in an obstructive hydrocephalus mouse model resulted in reduced ventriculomegaly. Collectively, our results implicate NKCC1 in regulating CSF K^+^ clearance through the ChP in the critical period during postnatal neurodevelopment in mice.

## Abstract (web summary)

Abnormal CSF accumulation in the brain can lead to hydrocephalus. The mechanisms regulating CSF clearance during early development are unclear. Here, the authors show that NKCC1 regulates the clearance of both CSF K^+^ and fluid volume through the choroid plexus during postnatal development in mice.

## Introduction

A balance between cerebrospinal fluid (CSF) production and clearance (influx/efflux) is essential for normal brain function and development^1^. Disrupted CSF volume homeostasis with excessive CSF accumulation is implicated in pediatric brain disorders, in particular congenital hydrocephalus^2^, where patients suffer from a potentially life-threatening accumulation of CSF and frequently develop neurological deficits that last through childhood and into adult life^3^. Often schizophrenia patients have enlarged lateral ventricles by their first episode of psychosis^4^, in some cases as early as infancy^5^, suggesting a role for CSF clearance abnormalities in this and possibly other neurodevelopmental disorders. As another example, autism spectrum disorders are associated with altered CSF distribution patterns and enlarged CSF space surrounding the brain^6^. A better understanding of developing CSF dynamics may help explain why early phases of brain development (e.g., from third trimester to 6 months after birth in human) represent a period of high vulnerability to certain congenital disorders^5–7^.

Critically, how CSF is cleared during this perinatal period remains a mystery. Progress in CSF dynamics research has identified several putative CSF clearance routes including arachnoid villi and granulations in human (and only arachnoid villi in non-human mammalian species), perineural and paravascular pathways, and meningeal lymphatics^1,8,9^. While many mechanistic questions and validation work remain regarding the identified routes^8–10^, their developmental time-courses are even less understood. In human, arachnoid granulations are not fully formed until 2 years of age. In other mammalian species (rats, pigs, and sheep), lymphatic vessels contribute to CSF clearance by connecting with CSF spaces around the cribriform plate and olfactory nerve roots during perinatal brain development^11–13^. Similarly, lymphatic structures begin to sprout at the base of the skull around birth in mice, but mature throughout the first postnatal month^14^. Thus, available data suggest that the abovementioned CSF clearance routes are unlikely to fully account for CSF outflow during the critical and sensitive early phase of brain development. Identifying and manipulating the early endogenous CSF clearance mechanisms could provide one powerful approach for tackling neurodevelopmental disorders involving CSF dysregulation, and may also be applied to fluid disorders affecting adults.

To identify how early CSF is cleared, we investigated tissues with the ability to modulate CSF at this stage. The choroid plexus (ChP) is an intraventricular epithelial structure that forms the majority of the blood-CSF barrier and emerges prenatally. It contains diverse ion and fluid transporters along its vast surface area^15^. Although the prevailing model posits that the ChP provides net luminal secretion of ions and water to form CSF in adult brains^16–18^, historical clinical observations suggest some absorptive functions of the ChP^19^, which is supported by animal studies^20^. Moreover, extensive studies have documented ion gradients driving bidirectional trafficking at the ChP-CSF interface through various ChP transporters^15,21,22^. Furthermore, broad transcriptional changes of the machinery regulating fluid/ion transport support the concept of temporally dynamic and possibly context-dependent ChP functions in determining net directionality of CSF transport^23,24^.

To further explore potentially absorptive properties of the early ChP, we studied the expression of transporters, the energy systems and ionic gradients that govern their activity, and their physiological effects across the timespan of early postnatal development in mice. Taken together our data support a previously undescribed developmental mechanism for net CSF clearance by the Na^+^-K^+^-Cl^−^ and water cotransporter, NKCC1, on the apical membrane of the ChP during a specific stage. While NKCC1 retains bidirectional transporter potential throughout life, its role in mediating net CSF-to-ChP transport during the early postnatal period of brain development critically influenced the establishment of CSF ion and fluid homeostasis. These results have implications for the pathophysiology of congenital disorders accompanied by dysregulated CSF and could inform strategies for treatment of neonatal hydrocephalus and perhaps other disorders.

## Results

### CSF K^+^ declines precipitously during a specific perinatal period

We discovered a unique and transient phase of neurodevelopment when CSF [K^+^] decreased rapidly. We used inductively coupled plasma–optical emission spectrometry (ICP-OES) and ion chromatography (IC) to measure levels of key ions likely to govern CSF flux including Na^+^, K^+^, and Cl^−^ at several developmental timepoints. CSF [K^+^] was remarkably high at birth (9.6 ± 3.5 mM), decreased rapidly to 4.4 ± 0.9 mM by P7 (Fig. 1a), and later achieved adult levels of 3.1 ± 0.6 mM (Fig. 1a) while [Na^+^] was minimally changed and [Cl^−^] slightly increased (Supplementary Table 1 shows developmental CSF [K^+^], [Na^+^], [Ca^2+^], [Mg^2+^], [Cl^−^]). Notably, the CSF-to-serum [K^+^] ratio decreased sharply from P0 to P7 (Fig. 1b), suggesting that the onset of CSF clearance occurs during this window^25^. Similar trends of CSF [K^+^] decrease as development proceeds have been reported in many other species perinatally, although by far none have shown a decrease as drastic as in mice, perhaps reflecting different stages of brain development at the times of sampling^17,26^. Studies in adult animals have shown rapid clearance of K^+^ out of the CSF when the concentrations are higher than homeostatic levels^27–29^, supporting the concept that CSF [K^+^]-sensitive mechanisms exist and can mediate K^+^ clearance in a timely manner. Notably, K^+^ transport has been associated with water co-transport by several K^+^ transporters in various tissues and cell types^30–32^, suggesting that CSF [K^+^] changes could drive water movement in the brain as well. Therefore, we sought to identify mechanisms underlying this fast clearance of CSF K^+^, which may shed light on CSF outflow during this time.

**Fig. 1:**
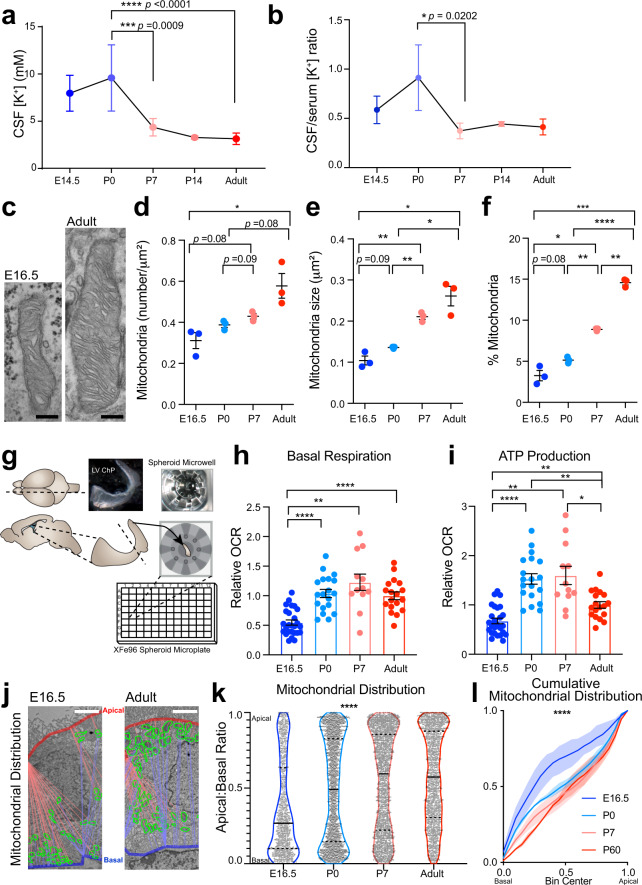
Postnatal CSF [K^+^] decrease coincides with increased choroid plexus metabolism. **a** ICP-OES quantification of CSF [K^+^]. Colors: blue-to-red indicate increasing age in all panels. ***p = 0.0009, ****p < 0.0001; Sidak’s test. **b** Developmental CSF/Serum [K^+^] ratios. Ratio = CSF [K^+^]/average serum [K^+^]; Sidak’s test. *p = 0.0202. **c** Transmission micrographs of LVChP mitochondria. **d**–**f** Quantification of mitochondrial number (**d**), area (**e**), and % area occupancy (**f**) in ChP epithelial cells. **d** *p = 0.0269; **e** E16.5 vs. P7 **p = 0.0025; E16.5 vs. adult *p = 0.0115; P0 vs. P7 **p = 0.0062; P0 vs. adult *p = 0.0344; **f** E16.5 vs. P7 *p = 0.0112; E16.5 vs. adult ***p = 0.0008; P0 vs. P7 **p = 0.0010; P0 vs. adult ****p < 0.001; P7 vs. adult **p = 0.0010; Welch’s two-tailed unpaired *t*-test. **g** Schematic of explant-based Agilent Seahorse XFe96 test. **h**, **i** Oxidative respiration metrics over development; OCR oxygen consumption rate. **h** E16.5 vs. P0 ****p < 0.0001; E16.5 vs. P7 ***p = 0.0025; E16.5 vs. Adult ****p < 0.0001; **i** E16.5 vs. P0 ****p < 0.0001; E16.5 vs. P7 **p = 0.0022; E16.5 vs. Adult **p = 0.0037; P0 vs. Adult **p = 0.0012; P7 vs. Adult *p = 0.0480; Welch’s ANOVA with Dunnett’s T3 multiple comparison test. **j**, **k** Mitochondrial distribution apical: basal proximity ratio: 1 = apical surface. 0 = basal surface. Solid line: median; dashed line: upper/lower quartiles. ****p < 0.0001; Kolmogorov–Smirnov test. **l** Cumulative distribution of mitochondrial localization. Solid lines: mean; shaded area: range. Scale bar = **c** 250 nm, **j** 2 μm. All quantitative data presented as mean ± SEM. LVChP lateral ventricle choroid plexus, E embryonic day, P postnatal day. Information on replicates and reproducibility for this figure can be found in the “Statistics and Reproducibility” section of the Methods. Source data are provided as a Source Data file.

### ChP metabolic rate increases during the early postnatal transition phase

The transitional period of rapid CSF K^+^ clearance coincided with high ChP metabolism (Fig. 1a, b, h, i). We reasoned that K^+^ clearance during this period could be ChP-mediated because the ChP expresses high levels of K^+^ co-transporters on its large CSF-contacting surface area^15,33^. Similar to water and ion transport by other epithelial structures such as kidney proximal and distal tubes^34^, K^+^ clearance from CSF by the ChP would be energy-dependent and therefore be accompanied by upregulation of ATP production and mitochondrial activity. Therefore, we evaluated the metabolic status and ATP production capacity of the ChP epithelium before, during, and after the time period of CSF [K^+^] reduction. We found that both mitochondria number and size increased from E16.5 to 2 months old (2mo, referred to as “adult”) (Fig. 1c–f), while cellular glycogen load gradually decreased (Supplementary Fig. 1). Both observations are consistent with reports from ChP in other mammalian species^33,35^ and suggest functional changes in ChP oxidative metabolism. We used Agilent Seahorse XFe technology to monitor oxygen consumption as an index of the metabolic status of the ChP in explants from embryonic day 16.5 (E16.5), postnatal day 0 (P0), P7, and adult mice. We then calculated basal metabolism and ATP production (Fig. 1g–i, Supplementary Fig. 2). E16.5 ChP had the lowest basal respiration of all tested ages (Fig. 1h, Supplementary Fig. 2). Adult had a higher capacity for overall ATP production than E16.5 ChP, but surprisingly, P0–P7 ChP were the most metabolically active as per ATP production (Fig. 1h, i). In addition, mitochondrial subcellular distribution in ChP epithelium was biased toward the apical surface as postnatal development proceeded, with E16.5 mitochondria heavily distributed along the basal side of epithelial cells, P0 mitochondria intermediately localized, and P7 and adult mitochondria having more apical distribution (Fig. 1j–l, Supplementary Fig. 3). Mitochondrial subcellular localization responds to regional energy demand in other cellular processes, such as migration of mouse embryonic fibroblasts and during axonal outgrowth^36,37^. Together with the increase in ATP production postnatally, the shift in ChP epithelial cell mitochondrial distribution over postnatal development suggests increasing ATP supply to meet high demand at the apical ChP surface during the early postnatal phase, concurrent with the rapid clearance of CSF K^+^. Although many processes at the ChP apical surface consume ATP and could drive the mitochondrial distribution shift during this phase, this concurrence prompted us to investigate mechanisms whereby ChP epithelial cells might contribute to K^+^ clearance through ATP-dependent mechanisms.

### The ChP increases production of CSF-facing ion and water transporters postnatally

Consistent with rapid CSF K^+^ clearance and high ChP metabolism, we found that expression of energy-dependent cation transport pathway components was upregulated in ChP postnatally. To identify which of the ChP transporters are likely candidates controlling postnatal CSF clearance through the ChP, we conducted ribosomal profiling to investigate transcripts that are prioritized for translation in embryonic (E16.5) and adult ChP, using Translating Ribosomal Affinity Purification (TRAP^38^). ChP epithelial cells were targeted by crossing *FoxJ1:cre* mice^39^ with *TRAP* (*EGFP:L10a*) mice^38^ (Fig. 2a, Supplementary Fig. 4a, b), and mRNA associated with the L10a ribosomal subunit were purified for sequencing.

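TRAP pulls down ribosomes that carry a tagged subunit together with the mRNA on them. The tag was EGFP fused to the ribosomal protein L10a, switched on by Cre recombinase under the Foxj1 promoter. Libraries were sequenced from 3 samples of adult ChP and 3 samples of E16.5 ChP. By the paper's methods, each adult sample was pooled from 3 mice aged 8 weeks and each E16.5 sample from 3 litters, while the sample labels give an age of 60 days for the adults and the series description gives 3 mice per age. The authors aligned the 50-bp single-end reads to mm10 with STAR and calculated gene FPKM (fragments per kilobase of transcript, scaled to the mapped reads of the sample) with Cuffquant. The paper's text does not name the annotation given to Cuffquant. The read counts behind the paper's DESeq2 test are not part of the FPKM table, which holds 24354 gene names. Of these, 23963 (98.4%) were matched by symbol or synonym to the GENCODE annotation of mm10, from which the coordinates given here were taken. FPKM were compared here between the ages with limma, with an intensity trend, on log2(FPKM + 1). The test covered the 11601 genes with a mean FPKM above 1 over the 6 samples, and p was adjusted by the Benjamini-Hochberg method. All log2 changes are adult minus E16.5. The sex of the animals in each pool is not stated, and Y-linked genes were near 0 in E16.5 replicates 1 and 3. A difference in sex between the pools therefore stays open beside age in these comparisons.
The number of mapped reads is not given with the table. In 1604 protein-coding genes with a single transcript and no 50-base stretch shared with another gene, low FPKM values lay near whole multiples of a step that one read is worth. Per kilobase, one read was worth 0.256, 0.114 and 0.320 FPKM in adult replicates 1, 2 and 3, and 0.0798, 0.0634 and 0.0678 FPKM in E16.5 replicates 1, 2 and 3. By these steps adult replicate 3 was the shallowest library. Adult replicates 1 and 2 were 1.25 and 2.80 times as deep, and the E16.5 replicates 4.01, 5.05 and 4.72 times. Between 58.7% and 82.1% of the low values of a library lay within 0.1 of a whole read, where chance gives 20% for a step fixed in advance. The steps were fitted to these same values, which raises the share, so that it is no test of them. The adult samples had 9487, 11340 and 7599 genes above 0, and the E16.5 samples 13077, 12761 and 12800. Among the genes tested, 22.0%, 10.3% and 36.4% were listed at 0 in the adult replicates, against 3.88%, 3.68% and 4.02% in the E16.5 replicates. Mir6236, annotated as a microRNA gene, took 51.0%, 32.7% and 51.7% of the summed FPKM in the adult replicates. Its share in the E16.5 replicates was 13.3%, 13.6% and 15.0%. An exact 0 can also be a failed estimate of Cuffquant, so no fold change is given for a gene listed at 0 in every sample of one age.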

**Fig. 2:**
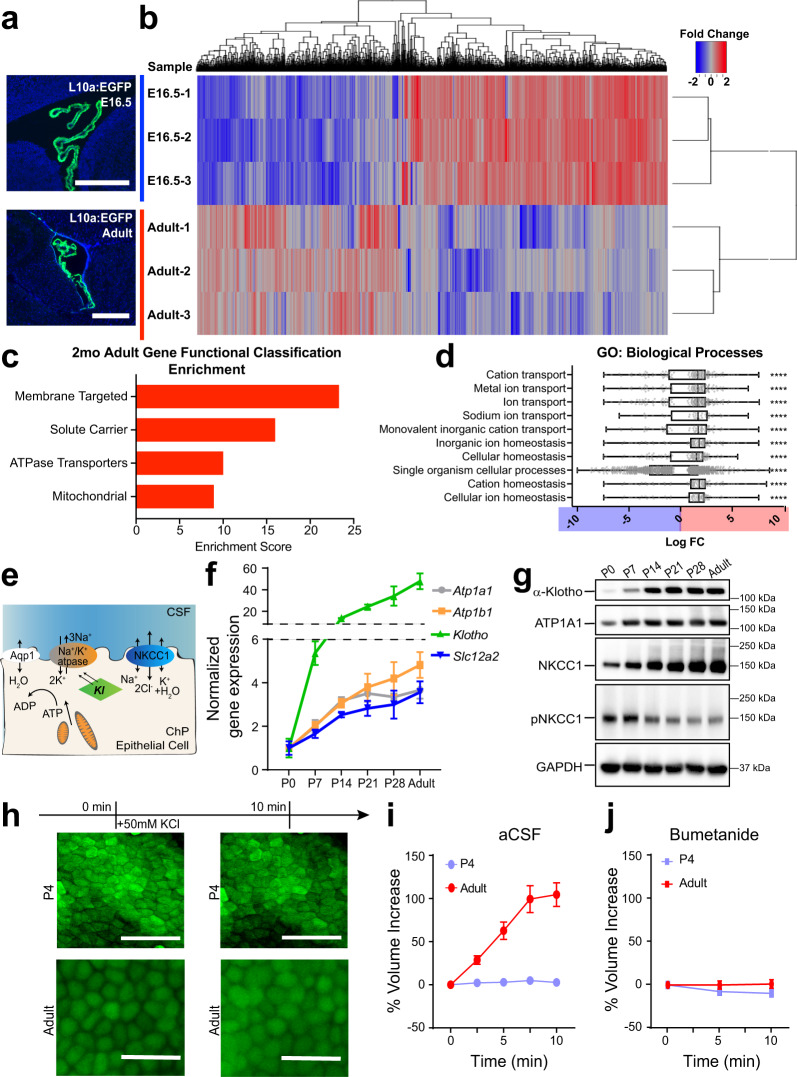
Choroid plexus epithelial cells display age-dependent translation of ion and water transporters, in particular NKCC1. **a** Rpl10a-conjugated EGFP expression in ChP epithelial cells after *Foxj1*-Cre recombination in TRAP-BAC mice. Scale bars = 500 μm. Representative of two experiments, each with two biologically independent replicates. **b** Heatmap and hierarchical clustering of differentially expressed genes (adjusted *p* < 0.05). Red: enriched adult expression. Blue: enriched E16.5 expression. **c** Top four gene functional clusters shown by DAVID to be enriched in Adult ChP epithelial cells over E16.5 ChP epithelial cells. **d** Top 10 significantly enriched gene ontology (GO) terms for “Biological processes”. Plotted with horizontal lines for medians, bounds of boxes for quartiles, and whiskers for maximum and minimum values. The log_10_ fold change (LogFC) is plotted for each expressed gene for the network. Positive values (red): Adult enrichment; negative values (blue): E16.5 enrichment. Multiple measures were corrected using Bonferroni correction. **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001 (See Supplementary Data S1 for exact *p*-values). **e** Schematics depicting the interaction of NKCC1, Na^+^/K^+^-ATPase, and Klotho (Kl) on the apical membrane of a ChP epithelial cell. **f**, **g** RT-qPCR and immunoblotting of LVChP during postnatal development. **f** *N* = 4 biologically independent animals from two experiments at each timepoint. Colors are matched to the gene’s protein name in Fig. 2e. g: representative of three independent experiments, each with tissues from 1–2 animals (two animals for ages under P14, one animal for ages of P14 and older) pooled for each timepoint. **h** Fluorescence images of Calcein-AM labeled epithelial cells from LVChP explants under high extracellular K^+^ challenge^.^ Scale bar = 50 µm, representative of four biological replicates collected from three independent experiments. Biological replicates with poor calcein labeling or visible damage were excluded prior to K^+^ challenge. **i**, **j** Quantification of ChP epithelia cellular volume by IMARIS 3D analysis. Percent volume increase = dV/V_0_ for each timepoint (t). V_0_ = initial volume of the cell; t = subsequent timepoint after challenge; dV = V_t_ − V_0_ × 100%. At least five cells were analyzed for each explant from each animal; *N* = 4 animals. Red: adults; light blue: P4. All quantitative data are presented as mean ± SD. Source data are provided as a Source Data file.

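The heatmap sets 3 adult samples beside 3 E16.5 samples, and the spread between samples differed between the ages. Across the genes tested, Pearson's r of log2(FPKM + 1) lay between 0.615 and 0.733 for pairs of adult samples, with Spearman's rho between 0.603 and 0.721. Pairs of E16.5 samples had an r of 0.825 to 0.841 and a rho of 0.836 to 0.852. For pairs of an adult and an E16.5 sample, r was 0.490 to 0.659 and rho 0.474 to 0.665. These correlations are across genes, which are not independent replicates. Adult replicate 2 had a higher r with E16.5 replicate 3 (0.659) than with adult replicate 3 (0.634). The median SD of log2(FPKM + 1) over the genes tested was 0.98 among the adult samples and 0.45 among the E16.5 samples. The first principal component held 53.3% of the variance. On it the adult samples lay between -163 and -23.8 and the E16.5 samples between 82.4 and 96.3. The second component held 21.9% and placed adult replicate 3 at -96.4 and adult replicate 1 at 105. A pseudocount of 0.01 in place of 1 moved the mean r between E16.5 samples most, from 0.832 to 0.683.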

TRAP analyses revealed 1967 differentially translated transcripts (adjusted *p* < 0.05) between E16.5 and adult ChP: 1119 enriched at E16.5 and 847 enriched in adults (Fig. 2b). 

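In the limma comparison of FPKM, 1270 of the genes tested passed an adjusted p of 0.05. Of these, 246 (19.4%) were higher in adult ChP and 1024 (80.6%) were higher at E16.5. Without adjustment, 3626 genes had a p under 0.05. In 857 genes every adult sample lay above every E16.5 sample, and in 3593 genes every adult sample lay below. Together these were 38.4% of the genes tested, where chance gives 10%. With 3 samples against 3, the smallest p an exact permutation test of a single gene allows is 0.1.
The median log2 change over the genes tested was -0.86, and the split between the directions moved with the scaling of the samples. Scaling by median ratios gave a median of -0.58 with 348 genes higher in adult (34.5%) and 660 higher at E16.5. Rescaling each sample to the same sum of FPKM, as in TPM, gave -1.57, with 114 (3.55%) and 3099 genes. These sums include Mir6236, with 32.7% to 51.7% of the sum in adult samples and 13.3% to 15.0% at E16.5. Its share therefore lowers the other adult values under this scaling, and no rescaling without it was made. After quantile normalization the median was -0.15 and the counts were 466 (50.9%) and 449. Among the genes higher at E16.5, 669 were listed at 0 in at least one adult sample and 226 in all 3. The 6562 genes above 0 in every sample had a median log2 change of -0.38. Of these, 232 were called higher in adult and 355 higher at E16.5.
The number of genes called moved with the libraries included. It was 687 without adult replicate 1, 1923 without adult replicate 2 and 1721 without adult replicate 3. Leaving out E16.5 replicate 1, 2 or 3 left 57, 43 and 112 genes. limma takes a common spread per gene for both ages, although the median SD was 0.98 among adult and 0.45 among E16.5 samples. A call lost without an E16.5 sample therefore need not mean a smaller change. Among genes called with no overlap between the ages and above 0 at both ages, Prlr (chromosome 15, 10177238 to 10349180) had the largest rise, from 1.41 ± 0.922 FPKM at E16.5 to 468 ± 51.7 FPKM in adult (SD, n = 3 samples each). Its log2 change was 7.67 (standard error 0.40, limma adjusted p = 0.000249). Gpc3 (chromosome X, 52272426 to 52613950) had the largest fall, from 322 ± 22.0 FPKM at E16.5 to 0.0527 ± 0.0913 FPKM in adult (SD, n = 3 each). Its log2 change was -8.26 (standard error 0.39, limma adjusted p = 0.000166), and it was listed at 0 in adult replicates 1 and 2. Both kept their direction and their call in all 19 alternatives that tested them. Ttr and Cox8b were listed at 0 in every E16.5 sample, and Fam183b, Riiad1 and Enkur in every adult sample.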

Gene set and pathway analyses revealed developmentally regulated ChP programs. Adult ChP had enriched functional gene sets associated with active transmembrane membrane transport and mitochondria, which is consistent with our abovementioned findings on metabolism changes (Fig. 2c). 

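Gene families were defined here by gene symbol, in place of the annotation terms of DAVID. Of 197 solute carrier genes tested, 16 (8.12%) were higher in adult ChP, against 2.02% of the other genes (two-sided Fisher's exact test, odds ratio 4.29, adjusted p = 8.87e-06 over the families). At E16.5, 7 solute carriers (3.55%) were higher, against 8.92% of the other genes (adjusted p = 0.0256). This lower share at E16.5 was -5.36 percentage points with all samples and -0.22, -0.14 and -0.57 without E16.5 replicates 1, 2 and 3, and its call was lost in 13 of 20 alternatives (adjusted p from 2.13e-05 to 1 with each sample left out). The counts adjusted over the list alone were also 16 and 7. Without E16.5 replicate 1, the share of solute carriers among genes higher in adult exceeded that of the other genes by 0.773 percentage points (adjusted p = 0.203), against 6.10 with all samples. That fit called 32 genes higher in adult in all, against 246, and so few calls limit the excess. The median log2 change of the family was 0.24, which is 1.10 above the median of all genes tested. Under the 3 other scalings it stayed 1.05 to 1.06 above that median, although the change itself turned to -0.52 after rescaling to the same sum. As a set, the solute carriers had an adjusted p of 6.13e-09 in limma's camera, which compares a set with the other genes, and of 0.473 in limma's fry, which tests its change against 0. The camera call held with each sample left out (adjusted p at most 3.13e-07). fry makes no allowance for the median of all genes tested (-0.86), so a set that it calls lower in adult need not be lower than other genes.
Of 48 ATPase transporter genes tested, 13 (27.1%) were higher in adult (odds ratio 18.0, adjusted p = 1.28e-10) and 1 was higher at E16.5. These counts were 16 and 1 when adjusted over the list alone. Without E16.5 replicate 2, where 27 genes in all were called higher in adult, the excess was 1.86 percentage points (adjusted p = 0.215), against 25.1 with all samples. The median log2 change of the ATPase transporters was 0.89 (camera adjusted p = 3.30e-12, fry adjusted p = 0.0102). Their camera call held with each sample left out (adjusted p at most 1.55e-10).
No mitochondrially encoded gene is in the FPKM table, so the mitochondrial families were nuclear genes. Among 79 nuclear genes for subunits of oxidative phosphorylation, 1 was higher in adult (1.27% against 2.13% of the other genes, adjusted p = 1). This gene, Cox8b, was listed at 0 in every E16.5 sample and was not called without E16.5 replicate 1, 2 or 3 (adjusted p = 0.0835, 0.0840 and 0.0761). Adjusted over the list alone, 3 were higher in adult and 28 at E16.5. At E16.5, 14 of the 79 were higher (17.7% against 8.77%, adjusted p = 0.0480). This excess of 8.96 percentage points was -0.22, -0.14 and 0.706 without E16.5 replicates 1, 2 and 3 (adjusted p from 0.000511 to 1 with each sample left out). It was 0.644 under median-ratio scaling, -0.073 under quantile normalization and -4.41 in limma without a trend. The median log2 change of the subunits was -1.50, or -0.65 relative to all genes, and it stayed below that of all genes under the 3 scalings (camera adjusted p = 0.000712, fry adjusted p = 0.0259). Of random lists of genes of like transcript length and mean FPKM, 95% had medians between -2.05 and -1.03. Of 76 mitochondrial ribosomal protein genes, 0 were higher in adult and 9 at E16.5, with a median of -2.16 (camera adjusted p = 0.000493, fry adjusted p = 0.0168). Without adjustment, 0 of them had a p under 0.05 and a higher adult level and 40 a higher E16.5 level, and adjusted over the list alone the counts were 0 and 9. The 9 became 6, 29 and 18 without adult replicates 1, 2 and 3, and 1, 1 and 2 without E16.5 replicates 1, 2 and 3. Of 22 genes for mitochondrial import proteins, 1 (Timm50) was higher in adult and 3 were higher at E16.5, with a median of -1.42 (camera adjusted p = 0.170, fry adjusted p = 0.00766). The counts adjusted over the list alone were 1 and 4. Timm50 was called in 9 of 20 alternatives. It was not called without adult replicate 1 (adjusted p = 0.103), without E16.5 replicate 1, 2 or 3 (adjusted p = 0.134, 0.134 and 0.0727), at pseudocounts of 0.1 and 0.01, with no filter on low values, after rescaling to the same sum (adjusted p = 0.150), in limma without a trend, with a replicate block or at an adjusted p of 0.01. The 3 higher at E16.5 became 5, 4 and 5 without adult replicates 1, 2 and 3, and 0, 0 and 1 by limma without E16.5 replicates 1, 2 and 3 (4, 6 and 6 without adjustment). Among 19 enzymes of pyruvate dehydrogenase and the citrate cycle, 1 (Ogdh) was higher in adult and 2 (Idh2 and Suclg1) at E16.5. Adjusted over the list alone, 4 were higher in adult and 2 at E16.5. By limma none of the 3 was called without E16.5 replicate 1, 2 or 3 (adjusted p = 0.115, 0.107 and 0.0840 for Ogdh, 0.0503, 0.0632 and 0.0557 for Idh2, and 0.122, 0.100 and 0.103 for Suclg1), nor was Suclg1 without adult replicate 1 (adjusted p = 0.0668). Their median log2 change was -0.13, which is 0.73 above that of all genes, and it was positive after median-ratio scaling (0.20) and quantile normalization (0.33) and -0.94 after rescaling to the same sum. The share of these enzymes among genes higher in adult passed the threshold under median-ratio scaling (adjusted p = 0.00360), under quantile normalization (adjusted p = 0.0103) and with no filter on low values (adjusted p = 0.0494). With all samples and the deposited FPKM its adjusted p was 0.517, and over the alternatives that left out a sample it was 0.188 to 1.

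**Figure D1:**
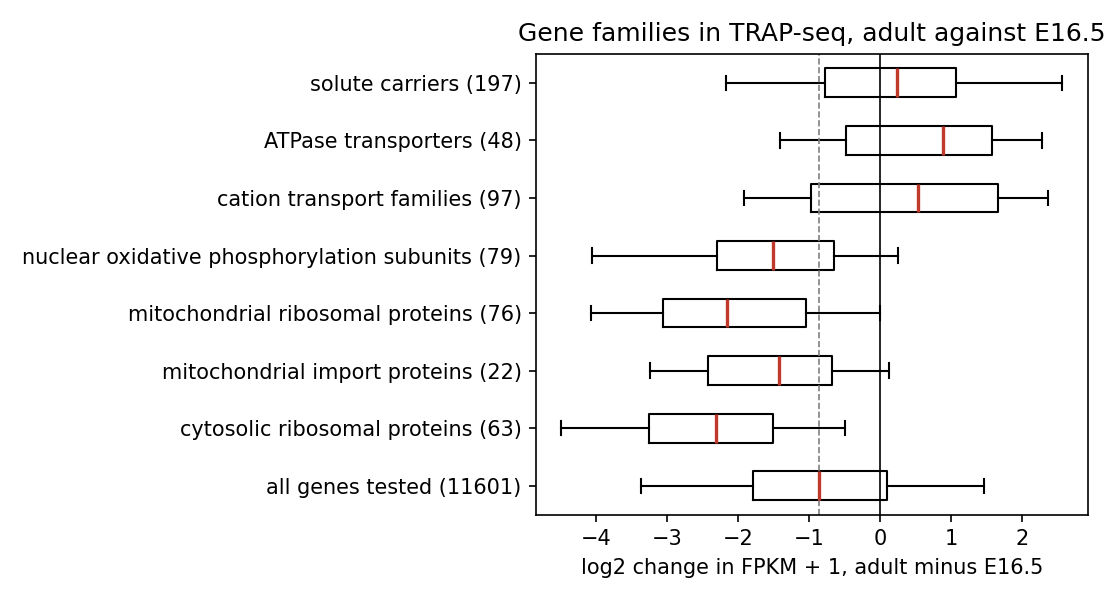
Log2 change in FPKM + 1 between adult and E16.5 ChP by gene family, with the number of genes tested in brackets. Boxes span the quartiles, whiskers the 5th to the 95th percentile, and red lines mark medians; the dashed line is the median of all genes tested (-0.86) and the solid line is 0. The medians of the transporter families lie to the right of the dashed line and those of the mitochondrial and ribosomal families to its left, as they did under each of the 3 other scalings.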

Notably, cation transport was enriched, supporting the hypothesis of ChP mediating CSF K^+^ transport postnatally (Fig. 2c, d, and Supplementary Data 1). 

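Cation transport was measured over 97 tested genes of families whose members carry cations, taken by symbol from P-type cation pumps, potassium, sodium, calcium and TRP channels, and cation-carrying solute carriers. Of these, 16 (16.5%) were higher in adult, against 2.00% of the other genes (two-sided Fisher's exact test, odds ratio 9.68, adjusted p = 4.41e-10), and 4 were higher at E16.5. Adjusted over the list alone, 19 were higher in adult and 6 at E16.5. The median log2 change was 0.53, which is 1.39 above the median of all genes, and 1.35 to 1.63 above it under the 3 other scalings (camera adjusted p = 3.09e-10, fry adjusted p = 0.0382). Without E16.5 replicate 1, where 32 genes in all were called higher in adult, the excess was 1.93 percentage points (adjusted p = 0.0898), against 14.5 with all samples. As a set the cation transport genes kept their camera call with each sample left out (adjusted p at most 6.48e-09).
The energy-dependent members of the list are the ATP-dependent cation pumps. Of 20 such pumps tested, 9 (45.0%) were higher in adult (odds ratio 39.2, adjusted p = 4.41e-10) and 1, Atp13a2, was higher at E16.5, and adjusted over the list alone the counts were also 9 and 1. Their median log2 change was 1.46 (camera adjusted p = 9.03e-12, fry adjusted p = 0.00119). Without E16.5 replicate 1 the excess was 4.73 percentage points (adjusted p = 0.137) and without E16.5 replicate 2 it was 4.77 (adjusted p = 0.115), against 43.0 with all samples. As a set the pumps kept their camera call with each sample left out (adjusted p at most 2.84e-10). Slc24a4 had a log2 change of 4.54 (limma adjusted p = 0.0125) and Slc39a4 of 4.09 (limma adjusted p = 0.0156). Slc24a4 was not called without E16.5 replicate 1 (adjusted p = 0.0646), nor was Slc39a4 without E16.5 replicate 1, 2 or 3 (adjusted p = 0.0765, 0.0737 and 0.0672). Kcnip1 and Trpm5, both called higher at E16.5, were listed at 0 in every adult sample. Without E16.5 replicate 1, 2 or 3 neither was called (adjusted p = 0.0829, 0.0632 and 0.0701 for Kcnip1, and from 0.0677 to 0.0765 for Trpm5), nor with a replicate block or at an adjusted p of 0.01, and Trpm5 was also not called without adult replicate 1 (adjusted p = 0.0577) or under quantile normalization (adjusted p = 0.0552). Atp13a2 was called in 9 of the 18 alternatives that tested it, and not without adult replicate 1 (adjusted p = 0.0856) or E16.5 replicate 1, 2 or 3 (adjusted p = 0.0983, 0.0763 and 0.0898).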

Enriched pathways in the adult included secretion associated pathways named for other, better-studied secretory processes, including salivary and pancreatic secretion, all of which have a special emphasis on water and ion transmembrane transport (Supplementary Fig. 4c (red), d). 

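Secretion was measured over a list of 80 genes for transporters, channels, receptors, calcium signalling and vesicle release in secretory cells, written before the FPKM were examined. Of these, 78 are in the table and 47 were tested. Of the 47, 12 (25.5%) were higher in adult, against 2.03% of the other genes (two-sided Fisher's exact test, odds ratio 16.6, adjusted p = 4.41e-10). At E16.5, 4 (8.51%) were higher, against 8.83% (adjusted p = 1). Adjusted over the list alone, 13 were higher in adult and 6 at E16.5. The list also holds genes of the pumps and solute carriers. Its median log2 change was 0.52, or 1.38 relative to all genes, and the relative change was 1.30 to 1.32 under the 3 other scalings, although the change itself turned to -0.27 after rescaling to the same sum (camera adjusted p = 1.07e-06, fry adjusted p = 0.0159). With each sample left out in turn, the excess in adult ranged from 3.99 to 25.9 percentage points with an adjusted p of at most 0.0384. Slc4a10 (chromosome 2, 62046462 to 62326730) had 275 ± 10.8 FPKM in adult and 24.9 ± 4.76 FPKM at E16.5 (SD, n = 3 samples each), a log2 change of 3.43 (standard error 0.28, limma adjusted p = 0.00165). It was called in all 20 alternatives. The largest fall among genes above 0 at both ages was that of Calm2, from 698 ± 71.2 FPKM at E16.5 to 127 ± 45.9 FPKM in adult (SD, n = 3 each). Its log2 change was -2.51 (standard error 0.31, limma adjusted p = 0.00634), and 12.7% of its 50-base stretches are shared with other genes. Calm2 was not called without E16.5 replicate 1, 2 or 3 (adjusted p = 0.0545, 0.0559 and 0.0526).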

Consistent with a rise in fluid and ion modulating machinery, there was a striking enrichment of more transmembrane and signal peptide-containing transcripts in adult ChP (Supplementary Fig. 4e, f, and Supplementary Data 2). In contrast, the water channel AQP1, which is not directly responsive to any given ion gradient, but rather depends on the overall osmolarity, remained unchanged (Supplementary Fig. 4h). These results indicate that the ChP gained fluid and ion modulatory functions postnatally, with an emphasis on ion-related transporters and channels.

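SignalP and TMHMM were not run here. A hydrophobic segment was instead called where a window of 19 residues reached a mean Kyte-Doolittle hydropathy of 1.6 in the longest protein of the gene. Of the genes higher in adult, 241 had a protein sequence, and 179 of these (74.3%) had such a segment. Of 979 genes higher at E16.5, 179 (18.3%) had one (two-sided Fisher's exact test, odds ratio 12.9, p = 1.52e-60). A segment within the first 35 residues and none after them, as a signal peptide gives, was found in 37 genes (15.4%) higher in adult and in 38 (3.88%) higher at E16.5 (Fisher's exact test, odds ratio 4.49, p = 2.38e-09). The genes of a list are not independent of one another, and these p-values take them as such. A requirement of at least 2 segments moved the shares most, to 43.6% and 5.52%. With each sample left out in turn, the difference in the share with a segment was 55.4 to 70.4 percentage points and the difference in signal-like segments was 9.67 to 24.8. In the exact test the latter did not pass the threshold without E16.5 replicate 1 (p = 0.0620) or without E16.5 replicate 2 (p = 0.0671). Weighted within classes of protein length, a comparison chosen after the data were seen, the odds ratios were 10.9 and 4.96.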

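Aqp1 (chromosome 6, 55336432 to 55348555) has a single transcript and shares no 50-base stretch with other genes. It had 120 ± 49.8 FPKM in adult and 247 ± 19.1 FPKM at E16.5 (SD, n = 3 samples each). The adult replicates had 68.6, 168 and 123 FPKM, and the E16.5 replicates 254, 262 and 226 FPKM, so that every adult value lay below every E16.5 value. The log2 change was -1.13 (standard error 0.35, limma adjusted p = 0.0797), which did not pass the threshold. It was -0.27 relative to the median of all genes tested. The change was negative in all 20 alternatives, from -1.96 to -0.66, although the filters and thresholds among them cannot alter it. Its adjusted p was 0.0192 to 0.223. The change passed the threshold in 2 alternatives, after rescaling to the same sum (-1.96, adjusted p = 0.0192) and without adult replicate 2 (-1.42, adjusted p = 0.0387). Aqp4 had a mean of 0.416 FPKM in adult and 0.339 FPKM at E16.5 and was not tested, and Aqp5 was listed at 0 in all 6 samples. Aqp11 was listed at 0 in every adult sample and had 0.712, 7.40 and 0.909 FPKM in the E16.5 replicates (limma adjusted p = 0.182). Its adjusted p was 0.0350 to 0.331 over the alternatives, and it passed the threshold only with a pseudocount of 0.01.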

### NKCC1 is poised to mediate perinatal ChP CSF K^+^ and water clearance

Among all fluid and ion modulating candidates with increasing postnatal expression (Supplementary Fig. 4g, h), we identified NKCC1 (*Slc12a2*) as the candidate most likely to mediate CSF clearance. 

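Slc12a2 (chromosome 18, 57878678 to 57946821), which encodes NKCC1, had 195 ± 26.7 FPKM in adult and 37.3 ± 6.54 FPKM at E16.5 (SD, n = 3 samples each). Its log2 change was 2.36 (standard error 0.28, limma adjusted p = 0.00558), or 3.21 relative to the median of all genes. It was positive in all 20 alternatives, between 1.54 and 2.82, with an adjusted p of 0.00186 to 0.0559. The filters and thresholds among these cannot alter a log2 change. The call was lost without E16.5 replicate 1 (adjusted p = 0.0503) and without E16.5 replicate 2 (adjusted p = 0.0559). With each sample left out the change itself was 2.26 to 2.49.
Atp1b1 (chromosome 1, 164437109 to 164458355), which overlaps Nme7, rose from 116 ± 8.56 to 407 ± 72.4 FPKM (SD, n = 3 each), a log2 change of 1.79 (standard error 0.24, limma adjusted p = 0.00801). It was called in 16 of 20 alternatives, with changes of 0.97 to 2.26 and an adjusted p of 0.00222 to 0.0637. The call was lost without E16.5 replicate 1, 2 or 3 (adjusted p = 0.0552, 0.0559 and 0.0542) and after rescaling to the same sum (adjusted p = 0.0637). Kl (chromosome 5, 150952607 to 150993817), which encodes Klotho, rose from 7.36 ± 1.48 to 554 ± 66.0 FPKM (SD, n = 3 each). Its log2 change of 6.06 (standard error 0.29, limma adjusted p = 0.000166) was called in all 20 alternatives. For each of these 3 genes every adult sample lay above every E16.5 sample, with an exact two-sided permutation p of 0.1, the smallest that 3 samples against 3 allow.
From its gene sets and pathways, the transmembrane and signal peptide-containing transcripts and the level of AQP1, the paper reads a postnatal gain of fluid and ion modulatory functions in the ChP. It chooses NKCC1 among the candidates because it cotransports K+ and water, can be modified by phosphorylation, and is particularly enriched in the ChP without the broad functions of the Na+/K+-ATPase.

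**Figure D2:**
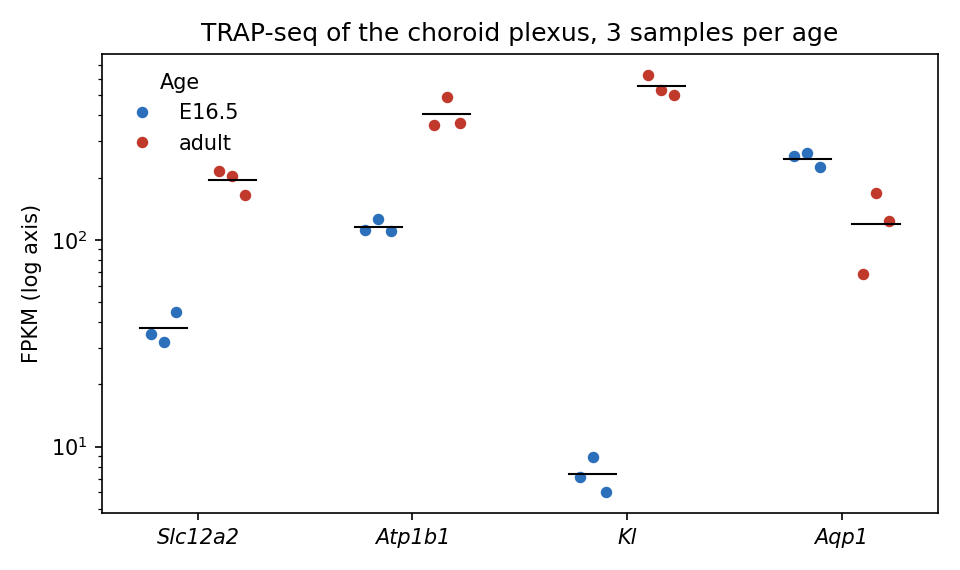
FPKM on a log axis of Slc12a2, Atp1b1, Kl and Aqp1 in 3 adult and 3 E16.5 samples, each point a sample and each black line the mean. The adult samples lie above the E16.5 samples for the first 3 genes and below them for Aqp1.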

NKCC1 is functionally related to Na^+^/K^+^-ATPase (*Atp1a1* and *Atp1b1*), as the latter actively maintains the Na^+^/K^+^ gradient that partially drives NKCC1 directionality. Both the Na^+^/K^+^-ATPase and NKCC1 are capable of CSF K^+^ clearance, but NKCC1 was of particular interest because (1) it is a cotransporter of K^+^ and water^30,40^; and (2) the activity of NKCC1 can be further modified by phosphorylation^41^, lending additional control over its fluid/ion modulatory capacity. In addition, NKCC1 is particularly enriched in the ChP and does not impact broad functionality like the Na^+^/K^+^-ATPase does, both of which are important features for a functional therapeutic intervention target. We refined our temporal expression analyses of NKCC1, ATP1a1, ATP1b1, and Klotho (Kl), which contributes to the membrane localization of the Na^+^/K^+^-ATPase^42,43^ (Fig. 2e), by sampling weekly from P0 to P28 and then from adult, and confirmed increased expression of transcript and protein for each component across developmental time (Fig. 2f, g, Supplementary Fig. 5). The observed changes in NKCC1 total protein were corroborated by an independent approach where the rate of ChP epithelial cell swelling under high [K^+^] challenge^40^ reflected the abundance of NKCC1 protein (Fig. 2h–j, Supplementary Fig. 6). Artificial CSF (aCSF) recipes that reflect the [K^+^] of neonatal vs. adult CSF were used for respective ages (see Supplementary Table 1 for recipes). Immunolabeling of NKCC1 showed its apical membrane localization at all ages, regardless of abundance (Supplementary Fig. 7).

In addition, we found particularly high levels of phosphorylated, therefore activated^41^, NKCC1 (pNKCC1) in the ChP of P0-P7 pups, with P7 having peak pNKCC1 levels among all postnatal ages, indicative of increased NKCC1 activity during the first postnatal week (Fig. 2g). Similar to the timeline of ChP ATP production (Fig. 1i), the timeframe of high ChP pNKCC1 was concurrent with the fast CSF [K^+^] decrease during the first postnatal week (Fig. 1a, b), suggesting a functional correlation and further confirming the significance of the early postnatal transitional period. Taken together, we identified ChP NKCC1 as the top candidate for mediating postnatal CSF K^+^ and water clearance.

### NKCC1 temporal regulation requires epigenetic control that is implicated in congenital hydrocephalus

We found that the temporal profile of NKCC1 expression was tightly regulated at the epigenetic level by modulators implicated in some forms of congenital hydrocephalus. The NuRD complex governs differentiation and maturation of diverse cells and tissues^44^. Our previously published RNA sequencing studies^45^ identified NuRD components, including the ATPase CHD family members (Chd4 being the most highly expressed), the histone deacetylases HDAC1/2, and methyl CpG-binding domain protein MBD3 in the ChP (Fig. 3a). De novo loss-of-function CHD4 mutations are implicated in some groups of children with congenital hydrocephalus and ventriculomegaly^46^. We found that CHD4 localized to nuclei in mouse ChP epithelial cells beginning at P0 (Fig. 3b). Immunoprecipitation of CHD4 identified HDAC1, HDAC2, and MBD3 by immunoblotting in mouse ChP (Fig. 3c, technical control for Co-IP protocol is shown in Supplementary Fig. 8), confirming the existence of the CHD4/NuRD complex in developing ChP. We then disrupted the complex by generating ChP-*Chd4* deficient mice. Cre was expressed in *Chd4* floxed mice (*Chd4* fl/fl)^47^ using an adeno-associated viral vector (AAV) with tropism for the ChP (AAV2/5)^48^, delivered by in utero intracerebroventricular (ICV) injection at E14.5. *Chd4* transcript levels decreased to <50% by P7 (Fig. 3d). While CHD4 protein levels only substantially decreased by P14 (Fig. 3e, g), we found that the developmental increase of ChP NKCC1 expression was disrupted as soon as the CHD4 protein decreased and lasted at least until P28 (Fig. 3f, g). Similar results were also observed in 4VChP (Fig. 3h, i). These data confirm that the NuRD/ChD4 complex is one of the required components tightly regulating ChP NKCC1 developmental expression.

**Fig. 3:**
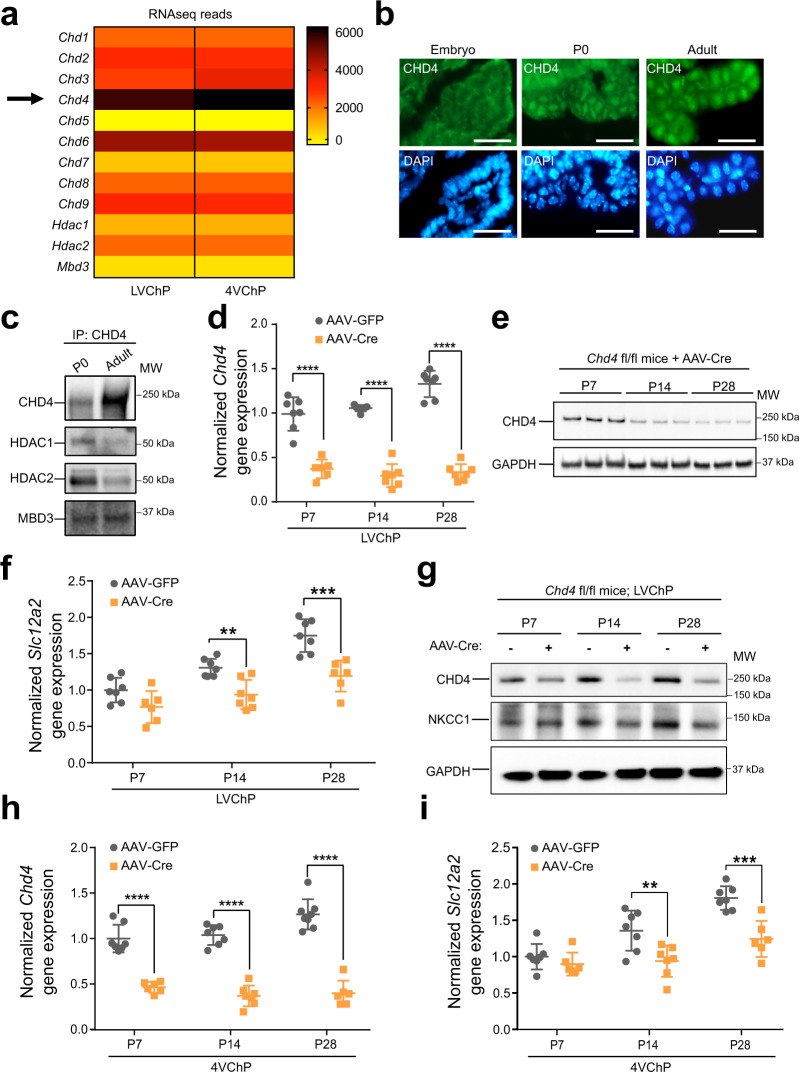
NKCC1 temporal expression requires the CHD4/NuRD complex. **a** RNA-seq data showing expression of CHD and other NuRD units by the ChP. Yellow: low expression; Dark brown: high expression. **b** Immunofluorescence images of CHD4 in the ChP epithelia at E16.5, P0, and adult; Scale bar = 30 µm. A total of four animals at each age were imaged in two independent experiments. **c** Immunoblots of Co-IP by CHD4 antibody. Representative of two independent experiments, each contain more than 10 animals for each age. **d** RT-qPCR of CHD4 transcripts in ChP with AAV2/5-Cre transduction. Gray: AAV-GFP; orange: AAV-Cre (same color scheme is used for the rest of the figure). ****p < 0.0001, *N* = 7, Welch’s two-tailed unpaired *t*-test. **e** Immunoblot of CHD4 in AAV-Cre mice ChP lysate, representative of three independent experiment, each contain two or three independent animals. **f** RT-qPCR of NKCC1 expression in AAV-Cre vs. AAV-GFP mice ChP. All values were normalized to P7 AAV-GFP control mice. **p = 0.0015, ***p = 0.0009, *N* = 7, Welch’s two-tailed unpaired *t*-test. **g** Immunoblot of NKCC1 in LVChP lysates from AAV-Cre vs. AAV-GFP mice, representative of three independent experiments, each containing two or three independent animals (same samples as those collected for Fig. 2e). **h**, **i** CHD4 and NKCC1 RT-qPCR in 4VChP. **p = 0.0083, ***p = 0.0005, ****p < 0.0001, *N* = 7, Welch’s two-tailed unpaired *t*-test. All quantitative data are presented as mean ± SD. When immunoblots were quantified, all samples for quantitative comparison were on the same blot. Source data are provided as a Source Data file.

### ChP NKCC1 actively mediates CSF clearance during the early postnatal transition phase

To test whether NKCC1 is indeed capable of transporting from CSF into the ChP during the period of rapid CSF [K^+^] decline, we induced NKCC1 overexpression (OE) in developing ChP epithelial cells using AAV2/5. NKCC1 transport directionality follows the combined Na^+^, K^+^, Cl^−^ gradients, which are close to neutral in adult brains and likely to bias toward the CSF-to-ChP direction during the early postnatal phase. NKCC1 protein level would be rate-limiting during the early postnatal time when it is already highly phosphorylated, unlike in older mice where pNKCC1 only represented a small portion of total NKCC1. The goal of this OE approach was to accelerate endogenous ChP NKCC1 transport, thereby revealing its directionality based on whether CSF [K^+^] clearance was enhanced or delayed. AAV2/5-NKCC1, which expresses NKCC1 fused to an HA tag^49^, or control GFP virus was delivered by in utero ICV at E14.5. Successful NKCC1 OE and increased pNKCC1 was confirmed in ChP at P0 (Fig. 4a–d). Appropriate localization to apical membranes of epithelial cells, transduction efficiency, and tissue specificity were also validated (Fig. 4e–i, Supplementary Fig. 9a, b). Transcript levels of other K^+^ transporters or channels did not change following AAV2/5-NKCC1 transduction (Supplementary Fig. 9c). Because CSF [K^+^] sharply decreased from P0 to P7 (Fig. 1a, b), we sampled CSF from ChP NKCC1 OE and control mice at P1. We found that ChP NKCC1 OE reduced CSF [K^+^] more than controls, with their P1 CSF [K^+^] values closely approximating those normally observed at P7 (Fig. 4j), indicating accelerated K^+^ clearance from CSF after enhanced ChP NKCC1 activity. CSF total protein levels were not affected (AAV2/5-GFP = 2.50 ± 0.20 mg/ml vs. AAV2/5-NKCC1 = 2.71 ± 0.46 mg/ml; *N* = 6 from two litters each; *p* = 0.34, unpaired *t*-test). Overall, these findings support a model in which, under physiological conditions with high early postnatal CSF [K^+^], ChP NKCC1 transports K^+^ out of the CSF.

**Fig. 4:**
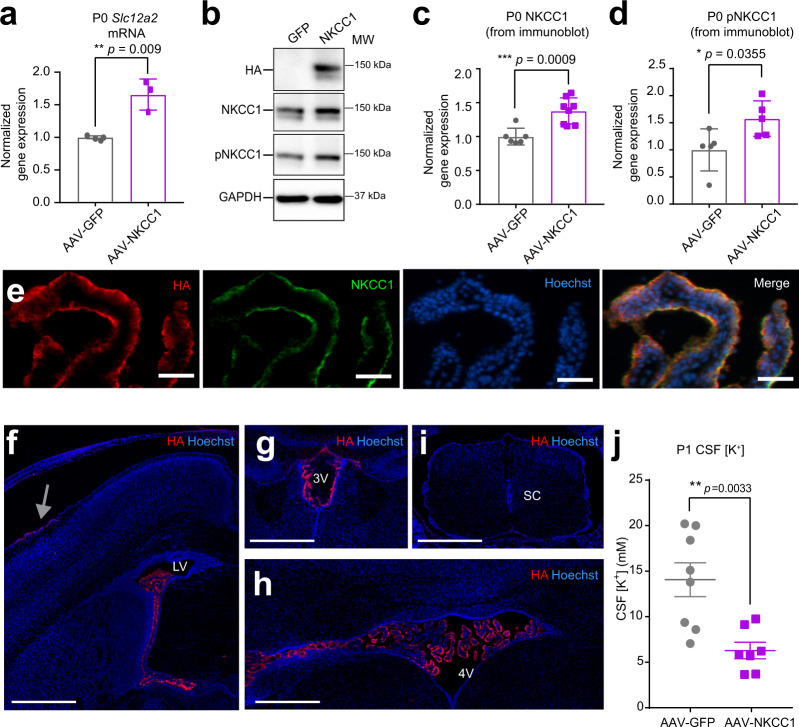
ChP NKCC1 actively mediates CSF K^+^ clearance during the first postnatal week. **a** RT-qPCR of NKCC1 mRNA levels in P0 mice. Gray: AAV-GFP; purple: AAV-NKCC1 (same color scheme is used for the rest of this figure). **p = 0.009, *N* = 3; Welch’s two-tailed unpaired *t*-test. **b** Immunoblots from AAV-NKCC1 vs. AAV-GFP P0 mice ChP lysates, representative of three independent experiments, each contained multiple biological replicates (the exact numbers and raw blots are included in the Source Data with quantification presented in panels **c** and **d**). **c**, **d** Quantification of all immunoblots of NKCC1 **c** ***p = 0.0009, *N* = 7; Welch’s two-tailed unpaired *t*-test; and pNKCC1 **d** *p = 0.0355, *N* = 5; Welch’s two-tailed unpaired *t*-test. All samples for direct quantitative comparison were on the same blot (see Source Data). **e** Immunofluorescence images showing colocalization of 3xHA tag and NKCC1 in P0 ChP. Scale bar = 50 µm, representative of three independent experiments, each with two biological replicates. **f**–**i** Immunofluorescence images of HA in AAV2/5-NKCC1 transduced brain at P1: LVChP (**f**), 3^rd^ ventricle ChP (3VChP) (**g**), 4VChP (**h**), and the spinal cord (**i** sc = spinal cord). Trace expression of HA in the meninges near the injection site (gray arrow). Scale bar = 500 µm. **f**–**i** are representative of two independent experiments, each with three biological replicates. **j** ICP-OES measurements of CSF [K^+^] from AAV-NKCC1 vs. AAV-GFP P1 mice (*N* = 8 in AAV-GFP cohort; *N* = 7 in AAV-NKCC1 cohort). **p = 0.0033; Welch’s two-tailed unpaired *t*-test. All quantitative data are presented as mean ± SD. Source data are provided as a Source Data file.

Next, we found that the circulating CSF volume in ChP NKCC1 OE mice was reduced, as reflected by smaller lateral ventricles. To avoid any tissue processing artifacts, we conducted live T2-weighted magnetic resonance imaging (MRI) (Fig. 5a) to quantify lateral ventricle volume. AAV-GFP mice were indistinguishable from naive wild-type mice at P14. In contrast, NKCC1 OE mice had reduced lateral ventricle volumes (Fig. 5a, b), without decrease in overall brain size (Fig. 5c), reflecting less circulating CSF. The difference in ventricle sizes from these same mice was sustained when measured again at P50 (AAV-GFP: 3.12 ± 0.59 mm^3^ vs. AAV-NKCC1: 1.28 ± 0.28 mm^3^, *p  = 0.0182), suggesting ventricular deflation established early could dictate long-term changes in ventricle structure.

**Fig. 5:**
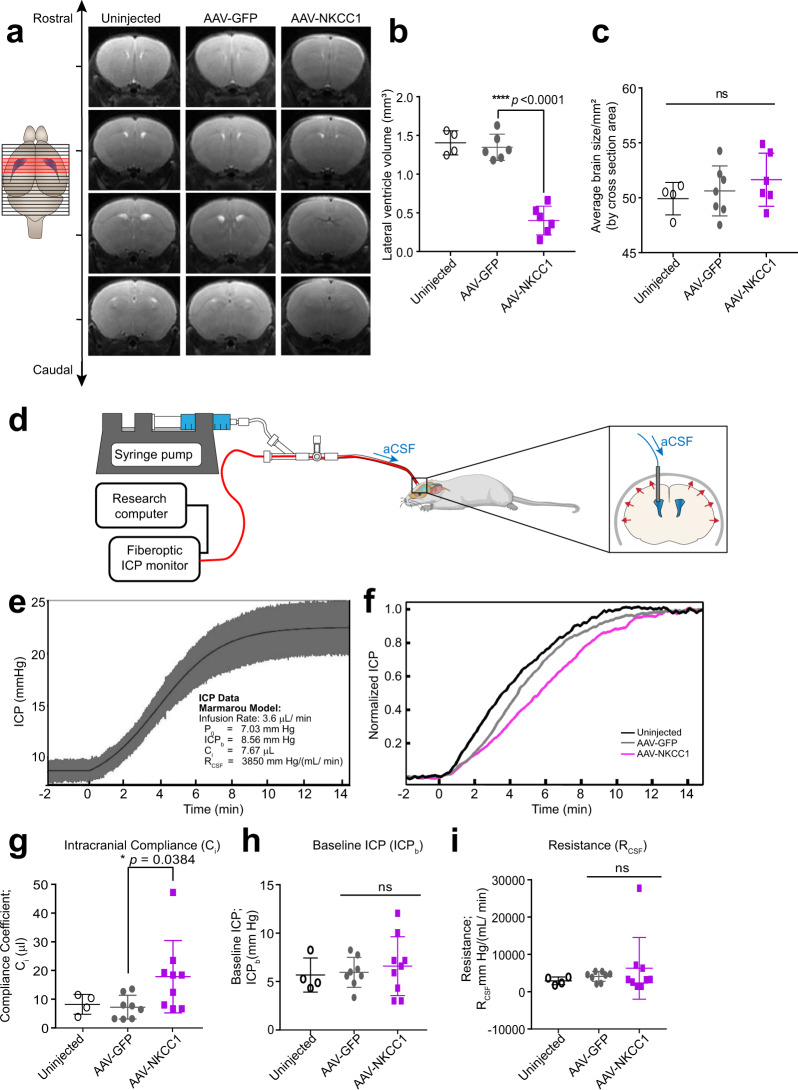
ChP NKCC1 overexpression reduces brain ventricular volume and increases intracranial compliance. **a** T2-weighted live MRI images. Only slices with visible lateral and 3rd ventricles are shown (marked red in the schematics; for NKCC1 OE mice, slices matching with control mice are shown regardless of ventricles). **b** Lateral ventricle volumes. Uninjected *N* = 4; AAV-GFP and AAV-NKCC1 *N* = 6, from two independent experiments; Black with no fill: uninjected; gray: AAV-GFP; purple: AAV-NKCC1 (the same color scheme is used for the rest of this figure). ****p < 0.0001; Welch’s two-tailed unpaired *t*-test. **c** Brain sizes, which are presented as the average coronal section area from all images with visible lateral and 3rd ventricles (marked red in the schematic; NKCC1 OE data were calculated using the matching images to the controls, regardless of ventricles visibility). Uninjected *N* = 4; AAV-GFP and AAV-NKCC1 *N* = 6 (same as mice included in panel **b**); Welch’s two-tailed unpaired *t*-test. **d** Schematic of in vivo constant rate CSF infusion test. **e** Example of ICP curve during the infusion test (infusion begins at 0 min) in an AAV-GFP mouse, fitted to Marmarou’s model. Values extracted include: baseline ICP (ICP_b_), a pressure-independent compliance coefficient (C_i_) and the resistance to CSF outflow (R_CSF_). **f** Example ICP recordings from AAV-NKCC1 mice and controls. For clarity, data have been low pass filtered to remove the waveform components. **g** Compliance coefficients. Uninjected *N* = 4; AAV-GFP *N* = 8; AAV-NKCC1 *N* = 9; 3 total independent experiments. *p = 0.0384; Welch’s two-tailed unpaired *t*-test. **h**, **i** Plots of baseline ICP and resistance to CSF outflow (R_CSF_) at 5–7 weeks. Uninjected *N* = 4, AAV-GFP *N* = 8, AAV-NKCC1 *N* = 9; 3 total independent experiments (same experiments as those included in **g**). Welch’s two-tailed unpaired *t*-test. All quantitative data are presented as mean ± SD.

The observed lack of ventricle enlargement at a later stage is also consistent with the finding that only a small portion of NKCC1 was phosphorylated in adult ChP (Fig. 2g), and therefore overexpression without increased activation via phosphorylation was unlikely to influence total NKCC1 transport in adulthood. While the exact transport direction of NKCC1 in adult ChP is still under debate^24^, the consistency in ventricular volume from P14 into later life supports our working model that because a relatively small proportion of ChP NKCC1 was phosphorylated in mice P14 and older (Fig. 2g), NKCC1 levels are not rate-limiting and thus OE would not as substantially impact ChP functions in older animals. Collectively, our findings demonstrate that ChP NKCC1-mediated CSF clearance during the first postnatal week. Augmenting this process impacted CSF volume homeostasis in the long term.

We then tested and found that enhancing CSF clearance through ChP NKCC1 OE changed how the brain and cranial space adapted to CSF volume changes. Intracranial compliance (C_i_) and CSF resistance (R_CSF_) describe the ability of the entire intracranial space (including brain, meninges, and outflow routes) to accommodate an increasing CSF volume that would otherwise increase intracranial pressure (ICP). In humans, these parameters are measured by a CSF constant rate infusion test^50–52^, and can aid in diagnosis and evaluation of conditions like hydrocephalus, which has decreased C_i_^2^. ICP and R_CSF_ have been previously measured in rats^53^ using a similar test, quantifying ICP based on mmH_2_O in a glass capillary. It was noted that R_CSF_ changes with infusion rate in a non-linear way, and R_CSF_ was estimated based on linear parts of the curve each representing high or low infusion rates. We developed a miniaturized version of the human test with a pressure sensor coupled with infusion tubing implanted inside the lateral ventricles to determine the C_i_ and R_CSF_ in mice. The constant rate infusion test artificially increases CSF volume by ICV infusion of aCSF, causing ICP to rise and plateau at a new level (Fig. 5d, e). The C_i_ and R_CSF_ are estimated from the ICP vs. time curve using Marmarou’s model of CSF dynamics^54^ (Supplementary Fig. 10a). Simply put, the C_i_ is inversely proportional to the rate of ICP increase, and the R_CSF_ is related to the level of the post-infusion ICP plateau (Fig. 5e). As a quality control for the correct placement of infusion and measurement catheter, arterial and respiratory pulsations were clearly visible in the ICP waveform and their amplitude increased with volume load as expected (Supplementary Fig. 10b, c). Using this approach, we found that ChP NKCC1 OE significantly increased C_i_ at an age of 5–7 weeks (Fig. 5f, g), consistent with the brain having greater capacity for CSF in ventricles “deflated” due to excessive CSF clearance. Resting ICP and R_CSF_ were unchanged (Fig. 5h, i).

### Enhanced ChP NKCC1 function mitigates ventriculomegaly in a model of obstructive hydrocephalus

Our findings of enhanced CSF clearance after ChP NKCC1 OE indicate that ChP NKCC1 can remove excess CSF. Therefore, we hypothesized that ChP NKCC1 OE expression could mitigate ventriculomegaly in a model of postnatal obstructive hydrocephalus. We first overexpressed ChP NKCC1 at E14.5 by in utero AAV2/5 ICV, then introduced obstructive hydrocephalus by a single unilateral injection of kaolin into the lateral ventricle at P4^55^, and finally evaluated the lateral ventricle volumes by live T2 MRI at P14 (Fig. 6a). While both NKCC1 OE and control mice had enlarged ventricles at P14, NKCC1 OE mice had reduced ventriculomegaly compared to controls, with the average ventricle volume being less than 1/3 of the controls (Fig. 6b–d; ventricles marked by blue arrows; kaolin deposits marked by red arrows). Taken together, our findings demonstrate that early, ChP targeted NKCC1 OE has a sustained and broad impact on specific volumetric and biophysical parameters of the intracranial space with potential therapeutic applications to hydrocephalus.

**Fig. 6:**
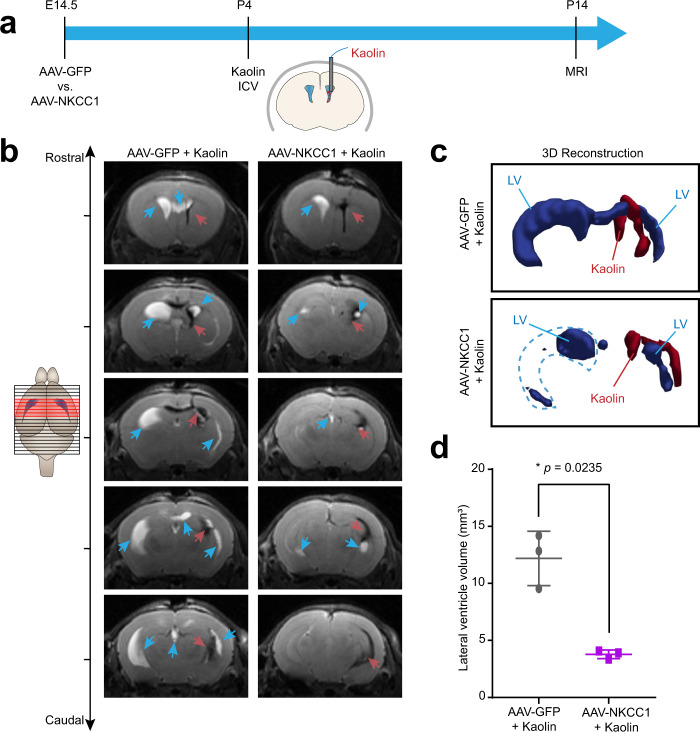
ChP NKCC1 overexpression mitigates ventriculomegaly in an obstructive hydrocephalus model. **a** Schematics showing the workflow: E14.5 in utero ICV of AAV2/5-NKCC1 or AAV2/5-GFP, followed by ICV of kaolin at P4, and MRI at P14. **b** Representative sequential brain images (rostral to caudal) by T2-weighted live MRI images. Blue arrows: Lateral ventricle (LV). Red arrows: kaolin. **c** 3D reconstruction of the LV and kaolin deposition. LV: blue. Kaolin: red. **d** Lateral ventricle volumes. *N* = 3 from two biologically independent litters under each condition; Gray: AAV-GFP mice with kaolin; purple: AAV-NKCC1 mice with kaolin. *p = 0.0.0235; Welch’s two-tailed unpaired *t*-test. All quantitative data are presented as mean ± SD.

## Discussion

In this study, we sought to understand how CSF is cleared from the brain during a period of development prior to the maturation of CSF outflow routes suggested to exist in adults (e.g., arachnoid granulations, arachnoid villi, perineural and paravascular pathways, and meningeal lymphatics)^1,8,11–14,56^. Failure of CSF clearance during this developmental period has debilitating consequences^7^. Our results suggest that this period is defined by a rapid decrease in CSF K^+^. The ChP mediates CSF K^+^ clearance during this transition period, and thus forms a CSF outflow route through ion and water co-transport by NKCC1 (Fig. 7). This CSF clearance by the ChP during normal development contrasts with the prevailing view that healthy ChP always mediates net secretion (rather than absorption) of CSF. The prospect that the ChP may in different contexts absorb or secrete CSF has been previously hypothesized to occur under both physiological and disease conditions^15,19–22^.  Thus, our findings demonstrate a precisely timed function of the developing ChP in CSF clearance prior to the formation of other routes, and provide targets for fluid management intervention in hydrocephalus.

**Fig. 7:**
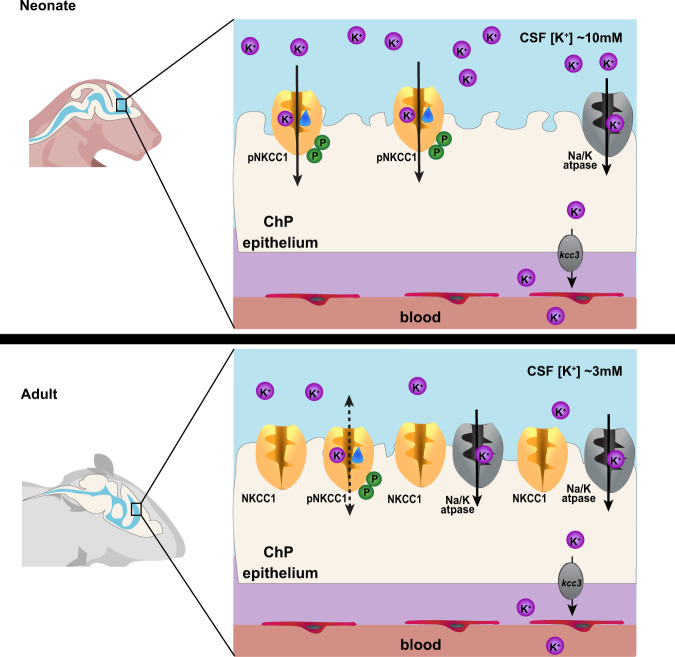
Working model of ChP NKCC1 mediating K^+^-driven CSF outflow. The schematics depict ChP NKCC1-mediated K^+^ and water clearance from CSF in neonatal mice, in comparison to the adult scenario. For simplicity and clarity, only K^+^ is depicted among all ions and only NKCC1 and Na^+^/K^+^-ATPase are included. Neonatal (P0-7, above) ChP has higher pNKCC1 expression than adult ChP, albeit lower total NKCC1. Neonatal CSF [K^+^] is 2–3 fold higher than adult. With similar [Na^+^] and [Cl^−^], this [K^+^] difference is sufficient to alter the total Nernst potential of epithelial cells and bias NKCC1 transport of K^+^, together with water, out of CSF and into the ChP in neonates.

NKCC1 is a bidirectional transporter, recently shown to be an important cotransporter of water in the adult ChP^40^. Although established as a key molecular mediator of CSF regulation, ChP NKCC1 transport direction and its determinants in vivo have been debated due to the technical challenges of (1) specifically manipulating ChP NKCC1 without affecting NKCC1 in other CSF-contacting cells (ICV application of NKCC1 inhibitors such as bumetanide suffer from this limitation); and (2) accurately determining intracellular ion levels of ChP epithelial cells, and therefore ion gradients, under physiological conditions, as summarized in Supplementary Table 2 and reviewed by Delpire and Gagnon^24^. Our in vivo “gain-of-function” approach effectively bypasses the abovementioned technical limitations. By overexpressing NKCC1 specifically in the ChP, we could subsequently observe the resulting CSF K^+^ and fluid volume changes that revealed the transporter’s net directionality. Using this approach, we found that, in contrast to the common notion that the ChP constantly produces CSF under physiological conditions, ChP-NKCC1 mediates CSF clearance when normal CSF [K^+^] is above adult values, especially during the first postnatal week in mice. Future studies should shed light on how this critical period corresponds to the human developmental timeframe, and whether shared mechanisms during development underlie vulnerability to disorders involving CSF.

We next demonstrated that ChP clearance of CSF can be targeted to temper abnormal CSF accumulation. CSF adjacent tissues, including ChP, have been targeted for therapeutic manipulation in rodent models of neurologic diseases ranging from Huntington’s disease and lysosomal storage disorders, to Alzheimer’s disease, where transduction of exogenous gene products has improved cardinal features of disease^48,57–60^. Here, enhancing ChP epithelial cell NKCC1 transport capacity lessened the severity of ventriculomegaly in a model of obstructive hydrocephalus. Our data suggest the possibility of treating congenital hydrocephalus by augmenting endogenous ChP NKCC1 activity to increase CSF absorption rates during early development when CSF [K^+^] is high. In adult animals, CSF K^+^ is rapidly removed when the concentration exceeds homeostatic levels^28,29^. It is tempting to speculate that depending on circumstances, ChP NKCC1 may provide a route for CSF K^+^ clearance in adults as well.

In light of recent findings reporting hydrocephalus and ventriculomegaly in children with de novo loss-of-function CHD4 mutations^46^, we found that the CHD4/NuRD complex is required for developmental regulation of NKCC1 expression. This connection suggests a possible pathophysiological mechanism whereby lack of CHD4 activity may reduce NKCC1 levels during early development (equivalent to P0-P7 in mice), and lead to insufficient CSF clearance resulting in hydrocephalus. In our loxP-cre approach, most CHD4 protein knockdown and resulting attenuation of NKCC1 expression occurred by P14, which is beyond the critical window of high NKCC1 activity observed between P0-P7. Improved genetic tools for even earlier CHD4 knockout and new animal models harboring the de novo patient mutations would be required to fully unravel the regulatory connection between the CHD4/NuRD complex and NKCC1.

A key question that emerges from this work is: If ChP NKCC1 mediates net CSF clearance during this transitional developmental stage, what other sources contribute to the influx of early CSF water and ions? In addition to possible ChP water secretion that is independent of NKCC1, forebrain progenitor cells that have a cell body at the ventricular surface and extend their basal processes to the developing pia could play a role in early CSF generation^61^. Consistent with progenitor involvement in CSF dynamics, recently identified genes driving pediatric hydrocephalus are expressed predominantly by cortical progenitor cells^62^, and not by the ChP.

In addition to fluid regulation, our newly identified ChP clearance route provides a means for regulating extracellular K^+^ during the first postnatal week. Ionic homeostasis of the CSF plays critical roles in brain development and function. The enzyme that moves K^+^ against its individual concentration gradient, the Na^+^/K^+^-ATPase (i.e., Atp1a1 and Atp1b1 subunits), is not yet expressed at adult levels during this period. The ChP NKCC1-mediated K^+^ clearance mechanism might assist in establishing the K^+^ gradient in a timely manner, which is crucial for cellular physiology^63^. Notably, the period of rapidly decreasing CSF [K^+^] overlaps with the developmental phase when the excitatory-to-inhibitory “GABA switch” occurs. In early cortical progenitor cells that reside in the ventricular zone and are bathed by CSF, the classic inhibitory neurotransmitter GABA leads to excitatory potentials and suppression of DNA synthesis^64^. As newborn cortical neurons differentiate and migrate away from the ventricular zone, GABA adopts its classic role as an inhibitory neurotransmitter in the context of lower intracellular Cl^−^ ^65^, which is achieved through coordinated activities of neuronal K^+^/Cl^−^ co-transporters KCC2 and NKCC1^66,67^. Because ions can traffic from CSF into interstitial fluid^68,69^, any interference with the developmental timeline of ChP NKCC1 function that results in delayed CSF K^+^ clearance could potentially increase extracellular/interstitial fluid [K^+^] and affect global neural excitability^63^. Specifically, such a change in extracellular/interstitial fluid [K^+^] could fundamentally impact neuronal NKCC1 and KCC2 transport equilibrium, potentially contributing to a delayed GABA switch, a phenomenon reported in many models of neurodevelopmental and psychiatric disorders including subtypes of autism spectrum disorder^70^, Rett syndrome^71^, Fragile X syndrome^72^, schizophrenia^73^, and Down syndrome^74^. Furthermore, extracellular [K^+^] and certain K^+^ channels also regulate microglia^75^, which are critical for synaptic pruning during postnatal development in mice^76^. Thus, the ChP is poised to coordinate proper CNS formation by maintaining an optimal extracellular environment at different developmental stages, with possible effects on neuronal maturation, circuit formation, and neuroimmune interactions. Similarly, since many experimental paradigms in neurobiology commonly utilize aCSF to mimic the extracellular fluid environment, it is important to note that CSF ionic composition changes substantially over the course of development. In the present study, we provide ionically adjusted aCSF recipes with Na^+^, K^+^, Ca^2+^, Mg^2+^, and Cl^−^ values for multiple developmental stages including embryonic, neonatal, postnatal, and adult.

Beyond key findings and implications during this critical developmental stage, our study introduced a murine ICP measurement device combined with constant CSF infusion. This approach can be broadly applied to study the CSF system across the mouse lifespan. We adapted our tool from clinical practice to provide a range of options for measuring global cerebral fluid states that reflect the interaction between CSF and cranial tissues. In later life, CSF homeostasis is maintained by collaborative efforts from multiple putative players in the brain, including the ChP, the dural lymphatics^14^, leptomeningeal vasculature^77^, and the ependyma^78^. While this approach measures overall cranial fluid dynamics as one single unit, future applications could apply mathematical models that have been proposed to isolate the contribution of distinct CSF outflow routes using data acquired from patients^79^.

Our findings reveal that the ChP regulates CSF fluid volume and ion composition at an early stage, which may play a role in guiding early brain development. Targeting this absorption route holds promise for improving fluid management in congenital hydrocephalus and other brain disorders.

## Methods

### Mice

The Boston Children’s Hospital IACUC approved all experiments involving mice in this study. Timed pregnant CD1 dams were obtained from Charles River Laboratories. Mice with germline loxP-CHD4-loxP were imported from MGH and bred in-house. Both male and female mice were equally included in the study and were analyzed at postnatal day 0, 7, 14, 21, 28, 5–7 weeks, and 2+ months. Animals were housed in a temperature and humidity controlled room on a 12-h light/12-h dark cycle and had free access to food and water. All mice younger than postnatal day 10 were allocated into gestational/postnatal age groups without respect to sex (both males and females were included). We intentionally included both males and females in studies involving mice older than 10 days.

### CSF collection and metal detection

CSF was collected by inserting a glass capillary into cisterna magna, and collected CSF was centrifuged at 10,000 × *g* for 10 min at 4 °C to remove any tissue debris. Metal quantification was performed by Galbraith Laboratories, Inc (Knoxville, TN, USA). Inductively coupled plasma–optical emission spectrometry (ICP-OES) was used for K^+^ and Na^+^ quantification, and ion chromatography (IC) was used for the Cl^−^ quantification. All tests were performed using 5–10 μL of CSF. The quality control (QC) recovered at 94.4% for K^+^, 97.7% for Na^+^, 100.1% for Cl^−^, 95.1–118% for Mg^2+^, and 107.5 % for Ca^2+^.

### TRAP

We used a total of 9 mice aged 8 weeks and 9 litters of mouse embryos aged E16.5 from the *Foxj1*:Cre × EGFP-L10a Bacterial Artificial Chromosome (BAC) transgenic lines (*N* = 3 samples of LVChP pooled from 3- to 8-week-old mice or 3 litters of E16.5 embryos). Brain tissue was immediately dissected and used for TRAP RNA purifications^38^. ChP tissues were dissected in ice-cold dissection buffer (1 × HBSS; 2.5 mM HEPES-KOH; 35 mM glucose; 4 mM NaHCO_3_; 100 μg/mL CHX) and homogenized in lysis buffer (20 mM HEPES-KOH; 5 mM MgCl_2_; 150 mM KCl; 0.5 mM DTT; 1× protease inhibitors; 40 U/mL Rnasin; 20 U/mL Superasin) at 900 rpm for 12 strokes on ice with Teflon pestles in glass tubes (Kontes). Post-nuclear supernatant was prepared by centrifugation at 4 °C for 10 min at 2000 × *g*. Post-mitochondrial supernatant was prepared after incubation with additional 1% NP-40 and 30 mM DHPC, followed by centrifugation at 4 °C for 10 min at 20,000 × *g*. Immunoprecipitation was performed with magnetic streptavidin beads (MyOne T1 Dynabeads; Thermo Fisher #65601) conjugated to biontinylated anti-GFP antibodies (clones 19C8 and 19F7) for 16 h at 4 °C with gentle end-over-end rotation. Beads were collected on a magnet on ice, washed four times with 1000 μL 0.35 M KCl wash buffer (20 mM HEPES-KOH; 5 mM MgCl_2_; 350 mM KCl; 1% NP-40; 0.5 mM DTT; 100 μg/mL CHX). RNA was eluted in Stratagene Absolutely RNA Nanoprep Kit (Agilent #400753) lysis buffer (with β-ME) and purified according to kit instructions. RNA quality was assessed using Bioanalyzer Pico Chips (Agilent, 5067-1513) and quantified using Quant-iT RiboGreen RNA assay kit (Thermo Fisher Scientific R11490). Libraries were prepared using Clonetech SMARTer Pico with ribodepletion and Illumina HiSeq to 50NT single end reads. Sequencing was performed at the MIT BioMicroCenter.

### Sequencing data analysis

The raw fastq data of 50-bp single-end sequencing reads were aligned to the mouse mm10 reference genome using STAR RNA-Seq aligner (v2.4.0j)^80^. The mapped reads were processed by htseq-count of HTSeq software (v 0.6.0)^81^ with mm10 gene annotation to count the number of reads mapped to each gene. The Cuffquant module of the Cufflinks software (v 2.2.1)^82^ was used to calculate gene FPKM (Fragments Per Kilobase of transcript per Million mapped reads) values. Gene differential expression test between different animal groups was performed using DESeq2 package (v. 1.26.0)^83^ with the assumption of negative binomial distribution for RNA-Seq data. Genes with adjusted *p*-value < 0.05 are chosen as differentially expressed genes. All analyses were performed using genes with FPKM > 1, which we considered as the threshold of expression.

### Sequencing pathway and motif analysis

Functional annotation clustering was performed using DAVID v6.7^84^. Gene ontology (GO) analysis was performed using AdvaitaBio iPathway guide v.v1702. Enrichment vs. perturbation analysis was performed by AdvaitaBio iPathway guide v.v1702 and allows comparison of pathway output perturbation and cumulative geneset expression changes. In brief, the enrichment analysis is a straightforward geneset enrichment over-representation analysis (ORA) considering the number of differentially expressed genes (DEGs) that are assigned to a given pathway. The enrichment value is expressed as a proportion of enriched members to total genes in a defined pathway and a p-value (Fisher) is calculated for this score; however, false positives have been reported at up to 10% with this method^85^. Perturbation, on the other hand, uses pathway data that applies relationships between gene products rather than only using a list. Perturbation assigns an impact score based on a mathematical model that captures the entire topology of the pathway and uses it to calculate how changes in the expression of each gene in the pathway would perturb the absolute output of the pathway^85^. Then, these gene perturbations are combined into a total perturbation for the entire pathway and a *p*-value is calculated by comparing the observed value with what is expected by chance. Motif analyses were performed using SignalP (v5.0^86^) and TMHMM (v2.0^87^).

### Transmission electron microscopy

All tissue processing, sectioning, and imaging was carried out at the Conventional Electron Microscopy Facility at Harvard Medical School. Forebrain tissues were fixed in 2.5% glutaraldehyde/2% paraformaldehyde in 0.1 M sodium cacodylate buffer (pH 7.4). They were then washed in 0.1 M cacodylate buffer and postfixed with 1% osmiumtetroxide (OsO4)/1.5% potassium ferrocyanide (KFeCN_6_) for 1 h, washed in water three times and incubated in 1% aqueous uranyl acetate for one hour. This was followed by two washes in water and subsequent dehydration in grades of alcohol (10 min each; 50%, 70%, 90%, 2 × 10 min 100%). Samples were then incubated in propyleneoxide for 1 h and infiltrated overnight in a 1:1 mixture of propyleneoxide and TAAB Epon (Marivac Canada Inc. St. Laurent, Canada). The following day, the samples were embedded in TAAB Epon and polymerized at 60 degrees C for 48 h. Ultrathin sections (about 80 nm) were cut on a Reichert Ultracut-S microtome, and picked up onto copper grids stained with lead citrate. Sections were examined in a JEOL 1200EX Transmission electron microscope or a TecnaiG² Spirit BioTWIN. Images were recorded with an AMT 2k CCD camera.

### Glycogen and mitochondrial quantification

Glycogen and mitochondrial quantification was performed by hand using the ImageJ plugin FIJI^88,89^. Percentages were calculated by dividing the area of interest by the total area of ChP epithelial cell within the field of view. No other cell types were included in the analysis. For each condition, analyses were performed across multiple individual animals (*N* = 3 for each age). From each animal, 10–20 fields of view were imaged at 3000× for glycogen analysis and 5–10 fields of view were imaged at 3000× for mitochondrial analysis. Each different field of view represented a unique cell or cells, and fields of view were chosen such that both the apical and basal surfaces of the cell were visible. For mitochondrial distribution, a custom MatLab (v.2018) code was written to extract the centroid from mitochondria data traced in ImageJ ROIs (Supplementary file titled “Fig1_Supporting_MitoDistance.m”). Then a distance transformation was performed from each mitochondrion centroid to the hand-traced apical or basal surfaces. The shortest distance was extracted to calculate the apical: basal proximity ratio, such that 1 = on the apical surface and 0 = on the basal surface. The analyses included a total of 1747 adult mitochondria, 2241 P7 mitochondria, 2257 P0 mitochondria, and 1123 embryonic mitochondria. The same groups of embryonic and adult animals were used for the above analysis.

### Seahorse metabolic analysis

ChP explants were dissected in HBSS (Fisher, SH30031FS) and maintained on wet ice until plated. Only the posterior leaflet of the P0, P7, and adult ChP was retained for analysis due to empirically determined limitations of the oxygen availability in the XFe96 Agilent Seahorse system. Tissue explants were plated on Seahorse XFe96 spheroid microplates (Agilent, 102905-100) coated with Cell TAK (Corning), in Seahorse XF Base Medium (Agilent, 102353-100) supplemented with 0.18% glucose, 1 mM L-glutamine, and 1 mM pyruvate at pH 7.4 and incubated for 1 h at 37 °C in a non-CO_2_ incubator. Extracellular acidification rates (ECAR) and oxygen consumption rates (OCR) were measured via the Cell Mito Stress Test (Agilent, 103015-100) with a Seahorse XFe96Analyzer (Agilent) following the manufacturer’s protocols. Data were processed using Wave software (Agilent). ATP production was calculated as the difference in OCR measurements before and after oligomycin injection, as described by the manufacturer’s protocol (Agilent, 103015-100). The Cell Mito Stress test was performed 2–5 independent times (5 for adult; 2 for P7; 2 for P0; 3 for E16.5). The individual analyses were performed by averaging the readings from both the right and left hemisphere lateral ventricle ChP for each individual. Data were normalized by Calcein-AM (2 μM in PBS, Life Technologies L-3224) fluorescence measured at the end of the assay. Each datum is the normalized average of the 2 LVChP from each individual normalized to the average of the adult levels run on the same plate for each assay to account for any experimental variability. Raw and processed files are included in source data.

### High K^+^ challenge study

Fresh LVChPs were dissected from P4 pups and adult mice in room temperature HBSS and glued down onto imaging dishes with coverslip bottom. The tissues were incubated at 37 °C with Calcein-AM (Invitrogen L-3224; 1:200) for 10 min and then rinsed with 37 **°**C artificial CSF (aCSF: 119 mM NaCl, 2.5 mM KCl, 26 mM NaHCO_3_, 1 mM NaH_2_PO_4_, 11 mM glucose, with fresh 1.0 mM magnesium chloride and 2.8 mM calcium chloride; for P4 experiments, 5 mM KCl was used to match with CSF [K^+^]). Protein was not added to aCSF because, while in rat, the protein concentration decreases 10× between P2 and adult^90^; this change is only 2× in mouse^45^ and unlikely to contribute substantially to the driving force. The tissues were soaked in 1.8 ml aCSF at the beginning of each imaging session and allowed to stabilize for 10 min. One Z-stack was acquired to reflect the baseline cell volume. Then a 10× KCl solution in aCSF was spiked into the bath to bring the final bath K^+^ concentration to 50 mM immediately before imaging continued. A total of five 3D Z-stacks were acquired throughout a 10-min imaging session to capture changes in cellular volume over time. Each stack acquisition took less than 30 s to minimize changes in cell volume from the beginning to the end of each stack. All imaging studies were carried out at 37 **°**C. Image stacks were imported into Imaris (v7.7.1; Bitplane) software. Individual epithelial cells were identified by shape. Cells with discrete borders that were present at all timepoints and had dark pixels both above and below them in Z for the whole timecourse were selected a priori and then traced by hand using the “Surpass” functionality to create a 3D surface volume through all Z-stacks based on Calcein-AM uptake signal. Due to known z-step distance and interpolation between the planes, Imaris calculated the number of voxels for each cell. This analysis was then repeated for the same cell throughout the timecourse. We verified manually that the same cell was analyzed throughout the timecourse based on the topology of the surrounding cells, allowing for adjustment for any x–y drifting that occurred. The relative volume was calculated as dV/V_0_ for each timepoint (t) where V_0_ is the initial volume of the cell, t is each subsequent timepoint after addition of challenge, and dV = Vt − V_0_. In LVChP from each animal, 5 distinct cells were analyzed and their values at each timepoint were averaged to represent the average value for each animal. A total of 4 animals (*N* = 4) were analyzed from each age group.

### Tissue processing

Samples were fixed in 4% paraformaldehyde (PFA). For cryosectioning, samples were incubated in the following series of solutions: 10% sucrose, 20% sucrose, 30% sucrose, 1:1 mixture of 30% sucrose and OCT (overnight), and OCT (1 h). Samples were frozen in OCT.

### Immunostaining

Cryosections were blocked and permeabilized (0.3% Triton X-100 in PBS; 5% serum), incubated in primary antibodies overnight and secondary antibodies for 2 h. Sections were counterstained with Hoechst 33342 (Invitrogen H3570, 1:10,000) and mounted using Fluoromount-G (SouthernBiotech). The following primary antibodies were used: chicken anti-GFP (Abcam ab13970; 1:1000), mouse anti-Aqp1 (Santa Cruz sc-32737; 1:100), rabbit anti-CHD4 (Abcam ab72418, 1:200), rabbit anti-NKCC1 (Abcam ab59791; 1:500), rat anti-HA (Roche 11867423001; 1:1000). Secondary antibodies were selected from the Alexa series (Invitrogen, 1:500). Images were acquired using Zeiss LSM880 confocal microscope with ×20 objective and ×63 oil objective. ZEN Black software was used for image acquisition and ZEN Blue used for Airy processing.

### Co-IP

Tissues were homogenized in NET buffer (150 mM NaCl, 10 mM Tris 8.0, 5 mM EDTA, 10% glycerol and 2% Triton X-100) supplemented with protease inhibitors. Protein concentration was determined by BCA assay (Thermo Scientific 23227). Lysates with same amount of total protein (250–1000 µg based on experiments) were precleared at 4 °C for 2 hr with Protein G agarose and then incubated with desired antibody or control antibody at 4 °C overnight (no beads present during antibody incubation). Protein G agarose beads were added to lysate-antibody mixture after overnight incubation for 2 h. Beads were washed thoroughly and then eluted by boiling in 2% SDS. ChP tissues were pooled across seven litters of P0 pups and 30 adults to achieve sufficient protein for Co-IP.

### Immunoblotting

Tissues were homogenized in RIPA buffer supplemented with protease and phosphatase inhibitors. Protein concentration was determined by BCA assay (Thermo Scientific 23227). Samples were denatured in 2% SDS with 2-mercaptoethanol by heating at 37 °C (for NKCC1) or 95 °C (for CHD4 and other NuRD complex proteins) for 5 min. Equal amounts of proteins were loaded and separated by electrophoresis in a 4–15% gradient polyacrylamide gel (BioRad #1653320) or NuPAGE 4–12% Bis-Tris gel (Invitrogen #NP0322), transferred to a nitrocellulose membrane (250 mA, 1.5 h, on ice), blocked in filtered 5% BSA or milk in TBST, incubated with primary antibodies overnight at 4 °C followed by HRP conjugated secondary antibodies (1:5000) for 1 h, and visualized with ECL substrate. For phosphorylated protein analysis, the phosphoproteins were probed first, and then blots were stripped (Thermo Scientific 21059) and reprobed for total proteins. For co-IP protein analysis, TrueBlot secondary antibody (eBioscience 18-8816-33) was used to detect only nondenatured IgG and avoid background signal from IP antibody. The following primary antibodies were used: rabbit anti-NKCC1 (Abcam ab59791; 1:1000), rabbit anti-pNKCC1 (EMD Millipore ABS1004; 1:1000), rabbit anti-ATP1a1 (Upstate C464.6/05-369; 1:250), goat anti-Klotho (R&D AF1819-sp; 1:200), rabbit anti-GAPDH (Sigma G9545; 1:10,000), mouse anti-HA (Abcam ab130275; 1:1000), rabbit anti-CHD4 (Abcam ab72418; 1:2000), rabbit anti-MBD3 (Abcam ab157464; 1:1000), rabbit anti-HDAC1 (Abcam ab7028; 1:2000), mouse anti-HDAC2 (Abcam 51832; 1:2000). The same protein samples were blotted for multiple targets to allow controlled quantitative comparison (i.e., NKCC1 and GAPDH). Raw blot images are included in Source Data.

### Quantitative RT-PCR

For mRNA expression analyses, the ChP were dissected and pooled from 2 pups. RNA was isolated using the MirVana miRNA isolation kit (Invitrogen AM1561) following manufacturer’s specifications without miRNA enrichment step. Extracted RNA was quantified spectrophotometrically and 100 ng was reverse-transcribed into cDNA using the High Capacity cDNA Reverse Transcription kit (Applied Biosystems #4368814) following manufacturer’s specifications. RT-qPCRs were performed in duplicate using Taqman Gene Expression Assays and Taqman Gene Expression Master Mix (Applied Biosystems) with GAPDH as an internal control. Cycling was executed using the StepOnePlus Real-Time PCR System (Invitrogen) and analysis of relative gene expression was performed using the 2^−ΔΔCT^ method. Technical replicates were averaged for their cycling thresholds and further calculations were performed with those means. Each RNA sample was analyzed for multiple genes.

### In utero intracerebroventricular injection (ICV)

Timed pregnant mice (E14.5) were anesthetized with isoflurane and warmed. Laparotomy was performed. Embryos were stabilized by hand and lateral ventricles were visually identified. AAV solution was delivered into lateral ventricles using fine glass capillary pipettes with beveled tips. The AAV solution contained (0.01%) Fast Green FCF (Sigma F7252-5G) to aid with visualization. Uterine horns were returned into the abdominal space, and the incision was sutured. Meloxicam analgesia was longitudinally delivered according to IACUC protocol.

### Intraventricular kaolin injection in postnatal pups

Postnatal day 4 pups (P4) were anesthetized. A small incision was made in the scalp, and 1 µl of sterile kaolin solution (25% in PBS) was injected into the left lateral ventricle using glass capillary pipettes. The injection site with corresponding lateral ventricle localization was determined as between bregma and lambda, and 1 mm from mid-line. The skin incision was sutured and reinforced with Vetbond (3M^TM^ ID 70200742529). The pups were warmed and returned to the dam.

### AAV production

The original AAV-NKCC1 plasmid was purchased from Addgene (pcDNA3.1 HA CFP hNKCC1 WT (NT15-H) was a gift from Biff Forbush: Addgene plasmid # 49077; http://n2t.net/addgene:49077; RRID:Addgene_49077). The plasmid carries an 3×HA tag at the N-terminal of NKCC1 to allow detection and separation from endogenous NKCC1. The CFP tag was removed by BsaI digestion to reduce insert size for AAV production. Virus production and purification were performed by the Penn Vector Core. The very large size of the plasmid resulted in variable transduction efficiency. All mice receiving AAV-NKCC1 were analyzed for HA expression after every experiment to confirm transduction efficiency. AAV-GFP and AAV-Cre were purchased from the Boston Children’s Hospital Viral Core.

### Magnetic resonance imaging (MRI)

Mice were imaged using Bruker BioSpec small animal MRI (7T) at 2 week and P50 while under anesthesia by isoflurane. A warm pad was used to maintain body temperature. Breathing rate and heart rate were monitored to reflect the depth of anesthesia. All axial T2 images were acquired using the following criteria: TE/TR = 60/4000; Ave = 8; RARE = 4; slice thickness = 0.6 mm. Ventricle volumes were calculated by manual segmentation using FIJI/ImageJ. Brain sizes were calculated by averaging total cross-sectional areas from the four highlighted slices (red) with visible LV and 3 V in control mice (corresponding slices were used in AAV-NKCC1 regardless of visibility of ventricles). Ventricle regions were not excluded from the brain size measurements. In studies with unilateral kaolin injection, 3D reconstruction of the ventricles was performed by manual segmentation in ITK-SNAP^91^ and exported through ParaView.

### Constant rate CSF infusion test (ICP and compliance measurement)

An apparatus was developed to perform a constant infusion test in mice through a single catheter for both infusion of CSF and monitoring of ICP. A 20-cc syringe was filled with aCSF and placed in an automated infusion pump (GenieTouch, Kent Scientific Co., Denver) set to deliver a constant rate infusion of 1–4 uL/min. The syringe was connected via pressure tubing to hemostasis valve Y connector (Qosina, NY). A fiberoptic ICP sensor (Fiso Technologies Inc, Quebec, Canada) was inserted through the other port of the rotating hemostat and then into 0.55 mm diameter catheter until the sensor was flush with the catheter’s distal tip. The entire apparatus and tubing was carefully screened to ensure the absence of air bubbles. Adult mice were then deeply anesthetized, placed on a warm pad, and head-fixed with ear bars. The distal end of the infusion device (catheter with fiberoptic sensor) was placed inside the lateral ventricle through a hole made by a hand-held twist drill with a #74 wire gauge bit (−0.4 mm (anterior-posterior) and 1.2 mm (medial-lateral) with respect to Bregma, and a depth of 2 mm from the outer edge of the skull); the catheter was then sealed with Vetbond (3 M, Minnesota). Intraventricular access and water-tight seal was confirmed by observation of arterial and respiratory waveforms in the ICP signal and a transient rise in ICP upon gentle compression of the abdomen and thorax. Two min of baseline ICP were recorded before initiating the infusion of aCSF. As the infusion proceeded, careful observation was made of the mouse’s respiratory rate. After the ICP level reached a new plateau, the infusion was discontinued. Parameters of the Marmarou model of CSF dynamics for constant rate infusions were estimated by a non-linear least squares fit of the model to the ICP data^54^

1 $$ICP\,\left( t \right) = \frac{{\left[ {i_{{\mathrm{infusion}}} + \frac{{ICP_{{\mathrm{baseline}}} - p_0}}{{R_{{\mathrm{CSF}}}}}} \right] \cdot \left[ {ICP_{{\mathrm{baseline}}} - p_0} \right]}}{{\frac{{ICP_{{\mathrm{baseline}}} - p_0}}{{R_{{\mathrm{CSF}}}}} + i_{{\mathrm{infusion}}} \cdot \left[ {e^{ - \frac{{\left[ {i_{{\mathrm{infusion}}} + \frac{{ICP_{{\mathrm{baseline}}} - p_0}}{{R_{{\mathrm{CSF}}}}}} \right] \cdot }}{{C_i}}t}} \right]}}$$

where i_infusion_ is the rate of infusion, *ICP*_baseline_ is the ICP level before infusion, *p*_*0*_ is a pressure in the storage arm of the model, *R*_CSF_ is the resistance to CSF outflow, and *C*_*i*_ is the compliance coefficient.

### Statistics and reproducibility

Biological replicates (*N*) were defined as samples from distinct and biologically independent individual animals, analyzed either in the same experiment or within multiple experiments, with the exception when individual animal could not provide sufficient sample (i.e., CSF), in which case multiple animals were pooled into one distinct biological replicate and most details are stated in the corresponding figure legends. Due to limited space, these metrics for Fig. 1 are listed here: Fig. 1a–b contain data from three independent experiments for *N* = 6 biological replicates. Figure 1c Data from two independent experiments with a total of three biologically independent samples. d–f. *N* = 3 distinct animals from two independent experiments (same images analyzed in d, e, and f), 5–10 field of view (FOV) per animal (See source data for exact numbers of FOV), distinct cells were captured in each FOV. Figure 1h, i*N* = 26 E16.5 embryos (4 litters); *N* = 19 P0 pups (2 litters); *N* = 12 P7 pups (2 litters); *N* = 16 adults. Data are from five independent experiments for adult; two independent experiments for P7 and P0; three independent experiments for E16.5. Each datapoint is an average of the 2 LVChP from an individual. j–k *N* = 3 animals per age; 433–833 mitochondria per individual.

The following measurements were taken using the same set of samples/animals: mitochondria/glycogen quantification, immunoblotting, qPCR, and different parameters from CSF infusion tests (ICP, compliance, R_CSF_). In these cases the same image, protein or RNA samples, and mice were analyzed for multiple readouts and targets, to allow controlled quantitative comparison. Statistical analyses were performed using Prism 7 or R. Outliers were excluded using ROUT method (Q = 1%). Appropriate statistical tests were selected based on the distribution of data, homogeneity of variances, and sample size. The majority of the analyses were done using one-way ANOVA with multiple comparison correction (Sidak) or Welch’s two-tailed unpaired *t*-test, except for Fig. 1d–f, and Fig. 1h, i where the analysis was done by Welch’s ANOVA with Dunnett’s T3 multiple comparison test, and Fig. 1k–l where the analysis was done using Kolmogorov–Smirnov test. F tests or Bartlett’s tests were used to assess homogeneity of variances between data sets. Parametric tests (t-test, ANOVA) were used only if data were normally distributed and variances were approximately equal. Otherwise, nonparametric alternatives were chosen. Data are presented as mean ± standard deviation (SD). If multiple measurements were taken from a single individual, data are presented as mean ± standard errors of the mean (SEMs). Please refer to figure legends for sample size and technical replicate numbers. *p* values < 0.05 were considered significant (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). Exact *p* values can be found in the figure legends. *P* values are also marked in the figures where space allows.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

Sequencing data from TRAP study (for Fig. 2 and Supplementary Fig. 4) are available in GEO (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE138970; accession number 138970). All other data are available from the authors. All biological material were either directly commercially available or are available upon request from the lab. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Choroid plexus NKCC1 mediates cerebrospinal fluid clearance during mouse early postnatal development
**Source:** Nat Commun. 2021 Jan 19;12:447. doi: 10.1038/s41467-020-20666-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

Title: Supplementary Data 1.

Description: Pathway analysis of TRAP Data. (Tab1) Adult Functional annotation clustering. (Tab2) E16 Functional annotation clustering. (Tab3) Adult Gene functional classification. (Tab 4) E16 Gene functional classification. (Tab 5) iPathway GOBiological Processes (Tab 6) I Pathways GO-molecular function (Tab 7) iPathways GO- Cellular Component (Tab 8) iPathways Pathway Enrichment.

Title: Supplementary Data 2.

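The first gene list of Supplementary Data 2 names the 847 genes that the paper found higher in adult ChP, each with a log2 fold change and its standard error from the test on read counts. SignalP predicts a signal peptide, which directs a protein to the secretory pathway, from the start of its sequence, and TMHMM predicts helices that span a membrane. Of the 847 genes, 845 are in the FPKM table and 842 were tested here. Their log2 change in FPKM was positive for 838 (99.5%), and 701 had every adult sample above every E16.5 sample. At adjusted p, limma called 239 of them (28.4%) higher in adult and 0 higher at E16.5. Without adjustment, 554 had a p under 0.05 and a higher adult level, and 0 a higher E16.5 level. Of the genes that limma called higher in adult, 7 are not on the list. Across the genes of the list, Pearson's r between the log2 changes here and those of the paper was 0.862 and Spearman's rho 0.937. Genes are not independent replicates, and all were selected on these samples. The median difference, FPKM minus list, was -0.37, and it turned to 0.197 after quantile normalization.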

Description: SignalP and TMHMM analysis of TRAP Data (Tab1) Adult SignalP output (Tab2) Adult SignalP gene list (Tab3) Adult SignalP DAVID Functional Annotation Clustering. (Tab 4) Adult TMHMM. (Tab 5) Adult SignalP without TM domain. (Tab6) E16 SignalP output (Tab7) E16 SignalP gene list (Tab8) E16 SignalP DAVID Functional Annotation Clustering. (Tab 9) E16 TMHMM. (Tab 10) E16 SignalP without TM domain

How the deposited data were processed for this re-analysis (not part of the article)

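TRAP-seq libraries of 3 adult and 3 E16.5 samples of ChP were analysed, from Foxj1:cre mice crossed with EGFP:L10a mice. By the paper each sample was a pool of 3 mice or 3 litters, while the series description gives 3 mice per age, so that it is not settled how many animals a replicate stands for. Samples were grouped by age from their labels. By the paper's methods the study took both sexes, and the younger age groups were formed without regard to sex. The sex of the animals in each TRAP pool, the sequencing dates and any batches are not stated in the sources used here. The column names of the adult samples carry the letters AM, which are not explained, and those of the E16.5 samples the letter E. The labels number the replicates of each age, and nothing given with the data pairs an adult with an E16.5 sample.

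The authors made the deposited FPKM values as follows, by the paper's methods. Reads of 50 bases, single end, were aligned to mm10 with STAR, and gene FPKM were calculated with Cuffquant of Cufflinks. The annotation given to Cuffquant is not named in the paper's text, nor is any scaling between samples beyond FPKM itself. The authors counted reads per gene with htseq-count for their DESeq2 test, and those counts were not analysed here. The paper limits its analyses to genes with FPKM above 1, without naming the samples over which this was taken. The table holds 24354 gene names, of which some are dates in place of symbols, as a spreadsheet leaves them. These were kept as they stand. No mitochondrially encoded gene is in the table.

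FPKM were used as deposited. Genes with a mean above 1 over the 6 samples (11601) were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, with an intensity trend and no covariates, and p was adjusted by the Benjamini-Hochberg method to a threshold of 0.05. Changes are adult minus E16.5. Families of genes and lists of marker genes were fixed before the data were examined. The families were solute carriers, ATPase transporters, ATP-dependent cation pumps, cation transport families, nuclear oxidative phosphorylation subunits, mitochondrial ribosomal proteins, mitochondrially encoded genes, mitochondrial import proteins and cytosolic ribosomal proteins. The lists were secretion machinery, pyruvate dehydrogenase and citrate cycle enzymes, NuRD components, sex-linked genes, and markers of choroid plexus epithelium, motile cilia, mesenchyme and fibroblasts, endothelium, macrophages, red blood cells, neurons and neural progenitors, cell cycle, and oligodendrocytes and astrocytes. The share of a family called in one direction was compared with that of the other genes tested by two-sided Fisher's exact tests, adjusted over the families, with secretion machinery and the enzymes of pyruvate dehydrogenase and the citrate cycle among them. All 21 families and lists with tested genes were also tested as sets with limma's camera, which compares a set with the other genes at a preset correlation of 0.01 between genes, and with limma's fry, which tests the change of a set against 0. Each was adjusted over the 21. Single genes were also compared by exact permutation tests, whose smallest p is 0.1 with 3 samples against 3. Hydrophobic segments were called from the longest protein of each gene in the GENCODE annotation of mm10, in place of SignalP and TMHMM. DAVID and iPathwayGuide were not used here.

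The genes named were set by a rule written before the data were examined. It takes every gene the paper names beside the TRAP data, its NuRD components and Gapdh, the 5 largest called changes in each direction without overlap between the ages, up to 3 called genes in each direction of each family or list, the first 5 genes of the adult list of Supplementary Data 2, whose values there had been seen, the aquaporins, and the 2 most abundant genes of each marker list discussed. Not every gene that the rule takes is named in the text, some are not reported here, and no others were put in their place. Mir6236, and Kdm5d, Eif2s3y and Xist among the sex-linked genes, are named beside these as values seen in the data.

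Depth is not given with FPKM. It was read from the steps that single reads leave among low values in 1604 protein-coding genes with a single transcript over 1000 bases and no 50-base stretch shared with other genes, at an effective length of the transcript minus 200 bases. This estimator was settled after its first results on these low values were seen, and it rested on 28 to 77 low values per library. One read in a kilobase was worth 0.256, 0.114 and 0.320 FPKM in the adult replicates and 0.0798, 0.0634 and 0.0678 FPKM in the E16.5 replicates, and proportionally less in longer transcripts. Reads were not deduplicated by molecular identifiers, so that reads are not independent molecules.

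The test was tried on simulated data with normal errors and a spread per gene pooled over both ages. The real spread differed between the ages (median SD 0.98 in adult, 0.45 at E16.5). The simulation also had no shift of all genes, against a real median of -0.86. Far fewer genes were changed in it than the 3626 with an unadjusted limma p under 0.05. Its rates therefore do not give those of the test on the real data. With no gene changed, 0 genes were called by limma and 5.97% had an unadjusted p under 0.05. With 200 genes changed, 1.47% of those changed by 2 on the log2 scale were called, 34.8% of those changed by 4 and 51.5% of those changed by 6. Of 59 calls, 1.69% were not changed genes. A first simulation with smaller changes gave no calls, and the larger ones were chosen after the spread of the real data was seen.

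The alternatives were pseudocounts of 0.1 and 0.01, 4 other filters on low values, 3 other scalings (median ratios to the geometric mean over 6623 genes, rescaling to the same sum as in TPM, and quantile normalization), limma without a trend, sample weights, a replicate block, each sample left out in turn, an adjusted p of 0.01, a minimum absolute log2 change of 1, and stricter hydrophobic segments. These were set before the data were examined. The filters, limma without a trend, the replicate block and the stricter thresholds cannot alter the log2 change of a gene. They are no separate check of its size or sign. A stratification of the hydrophobic segments by protein length and the list of epithelium markers without Ttr were added after the data were seen. Random lists for the tests on transcript length and GC content were drawn 10000 times, matched on that property and on mean FPKM. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.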

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

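The signals in this part are in sets of genes that the paper does not discuss beside the TRAP data, although it names Foxj1, one of the cilia genes, as the driver. The tests on the Y-linked genes were chosen after the result was seen.

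The Y-linked genes were near 0 in E16.5 replicates 1 and 3. Ddx3y had 81.4, 83.7 and 66.2 FPKM in the adult replicates and 0.0539, 13.8 and 0.0611 FPKM in E16.5 replicates 1, 2 and 3. Its log2 change was 4.93 (limma adjusted p = 0.0280), with every adult sample above every E16.5 sample. Over 19 alternatives the change was 4.29 to 7.59 with an adjusted p of 0.0146 to 0.101. It was called in 11 of them. It was not called without adult replicate 1 (0.0683), adult replicate 2 (0.0500), E16.5 replicate 1 (0.101) or E16.5 replicate 3 (0.0935), at pseudocounts of 0.1 and 0.01, with no filter on low values or at an adjusted p of 0.01. Uty had a mean of 13.5 FPKM in adult and Kdm5d 9.71. In E16.5 replicate 2, Ddx3y, Uty and Kdm5d stood at 17.9%, 14.1% and 17.3% of the adult mean. In E16.5 replicates 1 and 3 the highest of the 3 genes stood at 0.0997% of it. Eif2s3y was above 1 FPKM only in adult replicate 2 (1.51). Xist was listed at 0 in every adult sample and had 1.19, 0.0891 and 0.189 FPKM at E16.5. As a list, the sex-linked genes had 3 genes tested, a median log2 change of 3.18, a camera adjusted p of 0.000185 and a fry adjusted p of 0.0168 for a change above 0, with 2 called higher in adult, 3 when adjusted over the list alone, and 0 at E16.5 (0 without adjustment). The 2 became 0, 0 and 2 by limma without adult replicates 1, 2 and 3, and 0, 1 and 0 without E16.5 replicates 1, 2 and 3 (3, 2, 2, 2, 3 and 2 without adjustment). Lower depth is excluded, since one read of Ddx3y is worth at most 0.0181 FPKM in E16.5 replicates 1 and 3 against an adult mean of 77.1. Pools without male embryos in E16.5 replicates 1 and 3 cannot be told apart from other differences between the pools. By the paper's methods males and females were included at the younger ages without regard to sex, which speaks against pools without males, but the sex of the embryos in each pool is not stated. The column names of the adult samples carry the letters AM, which are not explained and may stand for adult male, although the methods say that both sexes were included among older mice. A difference in sex between the adult and E16.5 pools therefore stays open as well. A difference with age also stays open, untested, for the change between adult and E16.5. It does not set E16.5 replicates 1 and 3 apart from E16.5 replicate 2, which has the same age. For Ddx3y, Uty and Kdm5d, the 17.9%, 14.1% and 17.3% in replicate 2 against at most 0.0997% argue against age for that gap.

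Motile cilia markers were lower in adult than other genes. Of 16 genes on the list, 14 were tested and all 14 had a negative log2 change. Their median was -1.88, which is -1.02 relative to all genes, and it was -1.05, -1.05 and -1.25 relative to all genes under median-ratio scaling, rescaling to the same sum and quantile normalization. The set had a camera adjusted p of 0.000266 against other genes and a fry adjusted p of 0.00119 for a change below 0. limma called 7 of the 14 higher at E16.5, 10 when adjusted over the list alone and 11 without adjustment, and 0 higher in adult by any of these. The 7 became 7, 7 and 8 without adult replicates 1, 2 and 3, and 0 by limma without E16.5 replicate 1, 2 or 3 (10, 11 and 9 without adjustment). The set kept its camera call with each sample left out (adjusted p from 8.94e-05 to 0.00331). The summed FPKM of the list was 433, 577 and 509 in the adult replicates and 1616, 1671 and 1532 in the E16.5 replicates. Rsph1 and Tekt1, its most abundant genes, had means of 182 and 40.0 FPKM in adult and 467 and 231 FPKM at E16.5. Foxj1, whose promoter drives the Cre recombinase, had 48.7 ± 12.5 FPKM in adult and 187 ± 28.3 FPKM at E16.5 (SD, n = 3 each), a log2 change of -1.93 (limma adjusted p = 0.0127, from 0.00427 to 0.0692 over the alternatives). It was not called without E16.5 replicate 1, 2 or 3 (0.0689, 0.0692 and 0.0554) or at an adjusted p of 0.01. Transcript length and GC content are excluded as the whole cause, since a share of 0.0038 and of 0.0166 of random lists matched on them had medians as extreme. A difference with age within the ChP epithelium and RNA from other cells in which the driver was active stay open, untested.

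Cytosolic ribosomal protein genes were lower in adult than other genes. Of 63 tested, 14 were higher at E16.5 (22.2% against 8.75% of the other genes, Fisher's exact test, adjusted p = 0.00978) and 0 in adult by limma. Without adjustment the counts were 37 and 0, and adjusted over the list alone 19 and 0. Without E16.5 replicate 1, 2 or 3 the excess at E16.5 was 1.43, -0.14 and 1.11 percentage points in place of 13.5 (adjusted p = 0.773, 1 and 0.904, in a range from 3.36e-05 to 1 with each sample left out). The median log2 change was -2.31, which is -1.46 relative to all genes, and it was -1.46, -1.54 and -1.61 relative to all genes under median-ratio scaling, rescaling to the same sum and quantile normalization. The set had a camera adjusted p of 7.50e-06 against other genes and a fry adjusted p of 0.00356 for a change below 0. Of random lists matched on transcript length, a share of 0.0039 had a median as extreme, and 95% of them had medians from -2.12 to -1.12. Of lists matched on GC content the share was 0.0001, the smallest that 10000 lists can give. Neither property is therefore the whole cause, though the lists matched on length lay below all genes as well (median -1.59). Reads shared with paralogs or pseudogenes are excluded as the whole cause for the members that could be tested. These were the 11 of 63 with under 10% of their 50-base stretches shared, with a median of -2.87, and a share of 0.0048 of lists matched on length was as extreme. A difference with age stays open, untested.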

How the results depend on the processing

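The stratification by protein length and the epithelium list without Ttr were chosen after the data were seen, and the other alternatives before the data were examined. Unless a sentence names a cause, the cause was not tested.

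Over 20 alternatives the number of genes called stayed within 1.5 times 1270 except in 9. It was 815 with FPKM above 1 in every sample (504 higher at E16.5), where fewer genes are tested, and 188 at an adjusted p of 0.01 (56 higher in adult, 132 at E16.5), a stricter threshold by construction. Rescaling to the same sum gave 3213 genes (114 and 3099), where the large share of Mir6236 in the adult sums lowers the other adult values. With each sample left out in turn, the total was 43 to 1923, with 27 to 357 higher in adult and 16 to 1704 at E16.5. It was 687 without adult replicate 1, 1923 without adult replicate 2, and 57, 43 and 112 without E16.5 replicates 1, 2 and 3, with fewer samples left in that age. The counts in single directions also moved under median-ratio scaling (660 at E16.5), quantile normalization (466 in adult, 449 at E16.5) and limma without a trend (158 in adult). All 246 genes higher in adult were called so under median-ratio scaling, 244 under quantile normalization and 113 after rescaling to the same sum. Without E16.5 replicates 1, 2 and 3, all 32, 27 and 47 genes called higher in adult were among the 246.

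A replicate block, which takes adult and E16.5 samples of the same number as pairs, gave 564 genes (112 higher in adult, 452 at E16.5). The numbers do not pair the samples. After the mean of each age was removed, the samples of the same number had an r across genes of 0.000895, 0.0439 and 0.0150. Under the block the share of solute carriers among genes higher at E16.5 differed by -2.93 percentage points (adjusted p = 0.0940, in a range from 2.13e-05 to 1 with each sample left out).

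The shares of families among called genes kept their side of the threshold in 348 cases. They lost a call in 32, gained a call in 15 and reversed from a called difference in 5. The 348 include differences without a call that turned sign. With each sample left out, oxidative phosphorylation subunits among genes higher in adult ranged from -1.79 to 1.29 percentage points. Mitochondrial import proteins ranged from -1.25 to 2.66, and pyruvate dehydrogenase and citrate cycle enzymes from -0.41 to 7.49. Among genes higher in adult, leaving out each sample gave excess shares of 0.773 to 11.3 percentage points for solute carriers, 1.86 to 33.3 for ATPase transporters, 4.73 to 55.9 for ATP-dependent cation pumps and 1.93 to 20.8 for cation transport families. Calls were lost without E16.5 replicate 1 for solute carriers (0.773), pumps (4.73) and cation transport (1.93), and without E16.5 replicate 2 for ATPase transporters (1.86) and pumps (4.77). Those fits called 32 and 27 genes higher in adult in all, and so few calls limit the excess. The solute carriers also lost theirs at an adjusted p of 0.01 (1.06). The secretion machinery kept its call in every alternative. Pyruvate dehydrogenase and citrate cycle enzymes gained a call with no filter (9.11), median-ratio scaling (18.1) and quantile normalization (17.1).

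Among genes higher at E16.5, the deficit of solute carriers lost its call at pseudocounts of 0.1 (-3.44) and 0.01 (-3.58), with no filter (-3.30), FPKM above 1 in every sample (-7.32), mean FPKM above 5 (-6.25), quantile normalization (-2.90), limma without a trend (-3.67) and an adjusted p of 0.01 (-1.16). With each sample left out it was -10.7 to -0.14, with the call lost without adult replicate 1 (-3.15) and E16.5 replicates 1, 2 and 3 (-0.22, -0.14 and -0.57). After rescaling to the same sum, deficits were called for ATPase transporters (-16.4), pumps (-21.8) and cation transport (-16.5), and an excess for mitochondrial ribosomal proteins (22.1). Sample weights called ATPase transporters (-11.3), cation transport (-8.21) and mitochondrial ribosomal proteins (12.5). Cation transport was -10.7 to -0.14 with each sample left out, and mitochondrial ribosomal proteins 1.10 to 23.6, both called without adult replicate 2 (-10.7 and 23.6) or 3 (-7.39 and 12.1). Mitochondrial import proteins were -0.22 to 18.1, called without adult replicate 1 (18.1).

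The excess of oxidative phosphorylation subunits at E16.5 (8.96 percentage points) lost its call at pseudocounts of 0.1 (3.98) and 0.01 (2.31), with no filter (0.752), mean FPKM above 5 (7.96), median-ratio scaling (0.644) and an adjusted p of 0.01 (0.129). It reversed under quantile normalization (-0.073) and limma without a trend (-4.41). With each sample left out it was -0.22 to 17.0, reversed without E16.5 replicate 1 (-0.22) and 2 (-0.14) and not called without 3 (0.706). The excess of cytosolic ribosomal proteins lost its call at a pseudocount of 0.1 (10.1), with no filter (8.51), limma without a trend (6.14) and an adjusted p of 0.01 (2.05). With each sample left out it was -0.14 to 22.4, reversed without E16.5 replicate 2 (-0.14) and not called without 1 (1.43) or 3 (1.11).

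As sets, in limma's camera, the families kept their side of the threshold in 177 cases and the other lists in 183. The epithelium markers without Ttr are among these lists. The values here are mean log2 changes above that of all genes. The 183 include lists without a call whose mean turned sign. With each sample left out it was -0.45 to 0.87 for endothelium and -0.25 to 0.21 for mesenchyme and fibroblast markers. It was -0.69 to 0.27 for macrophage and -0.16 to 0.69 for oligodendrocyte and astrocyte markers. Mitochondrial ribosomal proteins lost their call with FPKM above 1 in every sample (-0.61), and pyruvate dehydrogenase and citrate cycle enzymes gained one at a pseudocount of 0.01 (1.69) and under median-ratio scaling (0.72). Red blood cell markers gained a call at pseudocounts of 0.1 (-4.10) and 0.01 (-6.09), with mean FPKM above 5 (-3.84) and under quantile normalization (-2.50), and cell cycle markers at pseudocounts of 0.1 (-3.01) and 0.01 (-4.84). Without E16.5 replicate 2 calls were gained by red blood cell markers (-2.86, in a range of -2.86 to -1.84), neuron and neural progenitor markers (-1.62, in -1.87 to -1.09) and cell cycle markers (-0.99, in -1.21 to -0.49). The oxidative phosphorylation set had a mean above that of all genes at a pseudocount of 0.01 (0.31), while camera, which ranks moderated statistics, still placed it below.

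Against the fold changes of Supplementary Data 2, Pearson's r was 0.893 at a pseudocount of 0.1, 0.971 with FPKM above 1 in every sample, 0.904 with mean FPKM above 5, 0.895 after rescaling to the same sum, 0.822 after quantile normalization, 0.830 with sample weights and 0.797 to 0.851 with each sample left out. The share with a positive change was 82.9% after rescaling, 99.9% after quantile normalization and with sample weights, and 98.9% to 99.6% with each sample left out. The median difference was -0.31 and -0.30 at pseudocounts of 0.1 and 0.01, -0.049 under median-ratio scaling and -1.16 after rescaling, reversed under quantile normalization (0.197), and was -0.43 to -0.33 with each sample left out.

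The mean correlation between adult samples, 0.660, was 0.602 and 0.561 at pseudocounts of 0.1 and 0.01, 0.733 with no filter, 0.704 with FPKM above 1 in every sample and 0.585 with mean FPKM above 5. It was 0.614 to 0.734 with each sample left out. Between E16.5 samples, 0.832 became 0.753, 0.683, 0.882, 0.921 and 0.819 in that order, 0.840 with a mean above 1 in at least one age, 0.839 under median-ratio scaling, 0.811 after rescaling, 0.854 under quantile normalization and 0.820 to 0.834 with each sample left out. Between ages, 0.570 became 0.497, 0.440, 0.685, 0.632 and 0.432 in the first order, 0.603 with a mean above 1 in at least one age and 0.529 to 0.606 with each sample left out.

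The share with a hydrophobic segment kept its direction and call in every alternative. The signal-like segments lost theirs without E16.5 replicate 1 (21.6) and 2 (23.1), in a range of 9.67 to 24.8 percentage points. The 80 single genes were tested by the rule or beside it, and many of them are not named in the text. They kept their side of the threshold in 1229 cases, lost a call in 288 and gained a call in 16. No called change reversed. The 1229 include genes without a call whose change turned sign, such as Chd4 (0.06, from -0.76 to 0.46) and Mbp (0.88, from -0.44 to 2.00). Genes removed by a filter gave no value under it. Depth limits the low values, since one read is worth 0.320 FPKM per kilobase in adult replicate 3 and 0.0634 in E16.5 replicate 2. A gene listed at 0 in the adult samples is not thereby absent.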

Differences from the paper's values

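The alternatives named here were set before the data were examined, and the random lists for the mitochondrial ribosomal proteins were added after the result was seen. Log2 fold changes of the paper are those of Supplementary Data 2, from read counts with DESeq2, with standard errors, and the values here are from FPKM with limma. A count is said to fall within the paper's where neither is more than 1.5 times the other, and a log2 fold change where it differs by no more than the larger standard error. Filters, limma without a trend, the replicate block and stricter thresholds leave a log2 change as it is. For log2 changes these alternatives are therefore counted without being separate checks.

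The paper reports 1967 differentially expressed genes, against 1270 here. The count falls within the paper's with sample weights (1594), without adult replicate 2 (1923) and without adult replicate 3 (1721), and does not in the other 17 alternatives. The paper reports 847 genes higher in adult, against 246 here. In none of the 20 alternatives does it fall within, and the highest count was 466, under quantile normalization.

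For Atp1b1 the paper gives 2.09, against 1.79 here. This falls within under median-ratio scaling (2.13) and quantile normalization (2.26), and without adult replicate 1 (1.87), adult replicate 3 (1.85) or E16.5 replicate 2 (1.85), and does not in the other 15 alternatives.

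The paper's value for Prlr is 8.62, against 7.67 here. It falls within at pseudocounts of 0.1 (8.47) and 0.01 (8.60) and under quantile normalization (8.50), and not in the other 16 alternatives that tested it. For Chdh the paper gives 7.37, against 5.29 here, within at pseudocounts of 0.1 (7.19) and 0.01 (7.72), and not in the other 17. The paper's value for Enpp2 is 6.23, against 5.93 here. This is within under median-ratio scaling alone (6.27), and not in the other 19.

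The paper states that gene sets for mitochondria were enriched in adult ChP. Here limma called 1 of 79 oxidative phosphorylation subunits, 0 of 76 mitochondrial ribosomal proteins (0 also without adjustment) and 1 of 22 mitochondrial import proteins (Timm50, called in 9 of 20 alternatives) higher in adult, and the oxidative phosphorylation and mitochondrial ribosomal sets were lower than other genes (camera adjusted p = 0.000712 and 0.000493). Random lists of like transcript length and mean FPKM had a median log2 change of -1.47, against -1.50 for the oxidative phosphorylation subunits, and of -1.26, against -2.16 for the mitochondrial ribosomal proteins. Pyruvate dehydrogenase and citrate cycle enzymes, with a median 0.73 above that of all genes, passed the threshold among genes higher in adult with no filter on low values, under median-ratio scaling and under quantile normalization (adjusted p = 0.0494, 0.00360 and 0.0103, against 0.517 with the deposited FPKM). As a set they passed in camera at a pseudocount of 0.01 and under median-ratio scaling. The families are defined by symbol and are not the paper's annotation terms.

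The paper states that Aqp1 remained unchanged. Here its change did not pass the threshold (-1.13, limma adjusted p = 0.0797), although every adult sample lay below every E16.5 sample. It passed after rescaling to the same sum and without adult replicate 2, with an adjusted p of 0.0192 to 0.223 over the alternatives.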

Other observations

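The tests of a single scale factor per library, of few distinct RNA molecules, of a failed estimate of Ttr and of the epithelium markers without Ttr were chosen after the result was seen, and those on the mitochondrial ribosomal genes were added after the tests on the other families.

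The 6 libraries can be split into 3 and 3 in 10 ways. Only the split by age gave as many as 1270 genes (1 of 10). The other 9 gave 0 genes, except 1 gene in the split that sets adult replicates 1 and 3 with E16.5 replicate 3. Without adjustment, the other 9 splits had 129 to 413 genes with a p under 0.05 by limma, against 3626. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded by this count.

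Adult replicate 3 had fewer genes above 0 than adult replicate 2. Among 1604 genes with a single transcript and no shared 50-base stretch, 310 were above 0 in adult replicate 3 and 482 in adult replicate 2. By the depths read from the fitted steps, lower depth is excluded as the whole cause. When the reads of adult replicate 2 were thinned to the depth of adult replicate 3, a mean of 471 genes stayed above 0 (466 to 475 over 100 draws). Reads shared between genes are excluded as well, since 51.0% of the genes with nothing shared were at 0 in adult replicate 3, against 42.1% of other genes of like mean FPKM. Few distinct RNA molecules behind the reads may explain it. Of 403 genes for which adult replicate 2 predicts at least 10 reads in adult replicate 3, 31.3% were at 0. The same share was 21.1% in adult replicate 1, and 9.52% in E16.5 replicate 1 when predicted from E16.5 replicate 2, so it is above what read sampling gives in those libraries as well. Failed estimates of FPKM and a difference between the pools stay open, untested, and no biological explanation was tested.

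The median log2 change of the genes tested was below 0 (-0.86). A single scale factor per library cannot be told apart from other causes, since a factor moves the median by its own size. The median was -0.58 after median-ratio scaling and -1.57 after rescaling to the same sum. By the depths read from the fitted steps, lower depth of the adult libraries is excluded as the whole cause. In 510 tested genes with a single transcript and no shared stretch the median was -0.74, and it was -0.71 when all libraries were thinned to the shallowest (-0.76 to -0.67 over 50 draws). Fewer distinct molecules in the adult libraries and a difference with age stay open.

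Solute carriers and cation transport genes were higher in adult than other genes. Transcript length and GC content are excluded as the whole cause for both, since a share of 0.0001 of random lists matched on either had a median as extreme, the smallest that 10000 lists can give. The oxidative phosphorylation subunits were lower in adult than other genes (-1.50). For them transcript length may be the cause. Lists matched on length had a median of -1.47, and a share of 0.8994 of them was as extreme. GC content is excluded as the whole cause (0.0001). The mitochondrial ribosomal genes were lower as well (-2.16). Lists matched on length lay below all genes (median -1.26), but a share of only 0.0002 of them was as extreme, and 0.0001 of those matched on GC content, so that neither is the whole cause. A difference with age stays open for the 4 families, untested.

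Ttr, a marker of ChP epithelium, had 20922, 31302 and 29741 FPKM in the adult replicates and was listed at 0 in every E16.5 sample. A failed FPKM estimate may explain this. A low level at E16.5 is not excluded by the FPKM alone, and read counts were not analysed here. The 2 other genes called higher in adult and listed at 0 in every E16.5 sample, Cox8b and Egfr, are on the paper's list of genes higher in adult, and Ttr is not. That list was made from read counts, so the absence of Ttr argues against a rise of the size that the FPKM give. The reason for its absence is not stated, and a smaller difference with age stays open.

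Markers of ChP epithelium had a median log2 change of 1.94 over 10 genes, or 2.80 relative to all genes, with 5 higher in adult, 1 at E16.5 (Otx2), a camera adjusted p of 3.05e-10 and a fry adjusted p of 0.000165. Otx2 was called in 12 of 20 alternatives. It was not called without E16.5 replicate 1, 2 or 3 (0.0867, 0.0920 and 0.0723), under median-ratio scaling (0.0591) or quantile normalization (0.132), in limma without a trend, with a replicate block or at an adjusted p of 0.01. Adjusted over the list alone the counts for the markers were 6 and 2. These values include Ttr, and without it the median over 9 genes was 0.94, or 1.79 relative to all genes, with 4 higher in adult, 1 at E16.5, a camera adjusted p of 2.22e-07 and a fry adjusted p of 0.00105. Adjusted over the list alone the counts without Ttr were 5 and 2. Enpp2 had a mean of 16676 FPKM in adult and 273 at E16.5. Apart from these and from the cilia and sex-linked genes above, the marker lists passed no camera threshold, with few genes tested. Mesenchyme and fibroblast markers (8 tested) had a median of -1.09 and a camera adjusted p of 0.780, endothelium markers (3) -0.013 and 0.765, macrophage markers (2) -0.98 and 0.843, red blood cell markers (5) -3.65 and 0.0895, neuron and neural progenitor markers (6) -2.04 and 0.170, cell cycle markers (4) -2.15 and 0.0895, and oligodendrocyte and astrocyte markers (5) -0.67 and 0.843. By fry, which makes no allowance for the median of all genes (-0.86), mesenchyme, red blood cell and cell cycle markers had a change below 0 (0.0308, 0.00554 and 0.00766), although the mean change of the mesenchyme markers was 0.067 above that of all genes. The endothelium markers turned positive under median-ratio scaling and quantile normalization, and the macrophage and the oligodendrocyte and astrocyte markers under quantile normalization. Relative to all genes, the endothelium and the oligodendrocyte and astrocyte markers were above 0 under each scaling (0.84 and 0.19 for the deposited FPKM), and the macrophage markers changed sign (-0.13, and 0.16 under quantile normalization). Hbb-bs and Hba-a2 were listed at 0 in every adult sample and had means of 130 and 29.9 FPKM at E16.5. Igfbp7, the most abundant mesenchyme marker, had 3.34, 33.8 and 133 FPKM in the adult replicates. Mbp had 1.05, 6.30 and 58.7 FPKM there. No biological explanation was tested for these values.

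The NuRD components, which the paper studies in other samples, had a median log2 change of -0.61 over 14 genes, or 0.25 relative to all genes (camera adjusted p = 0.765, fry adjusted p = 0.0259 for a change below 0). Chd4 had a change of 0.06 (limma adjusted p = 0.909), which turned to -0.76 after rescaling to the same sum and was also negative without adult replicate 2, adult replicate 3 or E16.5 replicate 2. Hdac1 had -2.14 (0.245), with 58.7% of its 50-base stretches shared with other genes, Hdac2 -2.76 (0.0891) and Mbd3 -0.75 (0.367). With each sample left out, the change was -3.17 to -1.34 for Hdac1, -3.38 to -1.59 for Hdac2 and -1.24 to -0.17 for Mbd3. Hdac2 passed the threshold after rescaling, with sample weights and without adult replicate 3 (0.0149), in a range of 0.0149 to 0.244. Chd3 was higher in adult (1.66, 0.0127) and Rbbp7 at E16.5 (-3.25, 0.0136), neither called at an adjusted p of 0.01 or without E16.5 replicate 1, 2 or 3 (0.0588, 0.0632 and 0.0583 for Chd3, and 0.0766, 0.0747 and 0.0672 for Rbbp7), nor Chd3 after rescaling (0.0855). Over the alternatives Chd3 had an adjusted p of 0.00517 to 0.0855 and Rbbp7 of 0.00464 to 0.0766. Gapdh, the internal control of the paper's RT-qPCR, had 7.63 ± 6.95 FPKM in adult and 29.3 ± 5.64 FPKM at E16.5 (SD, n = 3 each), a change of -2.23 (limma adjusted p = 0.101, from 0.0336 to 0.268 over the alternatives) and of -1.38 relative to all genes. It passed the threshold after rescaling (0.0336) and without adult replicate 2 (0.0420), and 27.2% of its 50-base stretches are shared with other genes. No biological explanation was tested for these values.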
